# PKCδ regulates integrin α_V_β_3_ expression and transformed growth of K-ras dependent lung cancer cells

**DOI:** 10.18632/oncotarget.7560

**Published:** 2016-02-21

**Authors:** Jennifer M. Symonds, Angela M. Ohm, Aik-Choon Tan, Mary E. Reyland

**Keywords:** PKCδ, lung cancer, integrins, KRAS, anchorage independent growth

## Abstract

We have previously shown that Protein Kinase C delta (PKCδ) functions as a tumor promoter in non-small cell lung cancer (NSCLC), specifically in the context of K-ras addiction. Here we define a novel PKCδ -> integrin α_V_β_3_->Extracellular signal-Regulated Kinase (ERK) pathway that regulates the transformed growth of K-ras dependent NSCLC cells. To explore how PKCδ regulates tumorigenesis, we performed mRNA expression analysis in four *KRAS* mutant NSCLC cell lines that stably express scrambled shRNA or a PKCδ targeted shRNA. Analysis of PKCδ-dependent mRNA expression identified 3183 regulated genes, 210 of which were specifically regulated in K-ras dependent cells. Genes that regulate extracellular matrix and focal adhesion pathways were most highly represented in this later group. In particular, expression of the integrin pair, α_V_β_3_, was specifically reduced in K-ras dependent cells with depletion of PKCδ, and correlated with reduced ERK activation and reduced transformed growth as assayed by clonogenic survival. Re-expression of PKCδ restored *ITGAV* and *ITGB3* mRNA expression, ERK activation and transformed growth, and this could be blocked by pretreatment with a α_V_β_3_ function-blocking antibody, demonstrating a requirement for integrin α_V_β_3_ downstream of PKCδ. Similarly, expression of integrin α_V_ restored ERK activation and transformed growth in PKCδ depleted cells, and this could also be inhibited by pretreatment with PD98059. Our studies demonstrate an essential role for α_V_β_3_ and ERK signalingdownstream of PKCδ in regulating the survival of K-ras dependent NSCLC cells, and identify PKCδ as a novel therapeutic target for the subset of NSCLC patients with K-ras dependent tumors.

## INTRODUCTION

Lung cancer is the leading cause of cancer-related death in men and women, with the majority of those tumors diagnosed as non-small cell lung cancer (NSCLC) [1, 2]. NSCLC may be further categorized by the driver mutations found in certain subtypes. Oncogenic *KRAS* mutations are found in approximately 25% of adenocarcinomas, the largest sub-type of NSCLC [3]. Tumors harboring oncogenic *KRAS* mutations, regardless of tumor site, have poor clinical outcomes. Recently, several groups have reported that a subset of *KRAS* mutant tumors are fully reliant on the *KRAS* oncogene for their survival, i.e., are K-ras dependent, while others have lost their addiction to K-ras and are presumably dependent on alternative survival pathways [4]. Understanding the signaling pathways that regulate tumorigenesis in these K-ras dependent cancer cells will be important for the development of effective therapies for patients with these treatment refractive tumors.

The PKC family is comprised of 10 serine/threonine kinases that have been implicated in numerous biological processes, including proliferation, the immune response, survival, and apoptosis [5]. PKCε and PKCι/λ are most strongly associated with human cancer, while the function of other isoforms in cancer, including PKCδ, appears to be context dependent [6]. Studies in PKCδ knock-out mice have confirmed a role for this kinase in cell death in response to irradiation [7] and during mammary gland involution [8]. *In vitro*, depletion or inhibition of PKCδ results in resistance to multiple apoptotic stimuli [8-10]. While most non-transformed cells use PKCδ for apoptotic signaling, in many cancer cells these pathways are disabled. This may underlie the somewhat paradoxical observation that in certain oncogenic contexts PKCδ appears to be required for cancer cell growth. For example, studies from our lab have shown that PKCδ is required for tumorigenesis driven by oncogenic K-ras [11] and that PKCδ regulates proliferation of Her2/neu driven tumors *in vivo* and in human breast cancer cells *in vitro* [12]. PKCδ has also been shown to promote tumor progression of human pancreatic cancer, to function as a tumor promoter in a mouse model of skin cancer, and to negatively regulate the proliferation and survival of cancer stem cells [13-15].

To understand the mechanism by which PKCδ functions as a tumor promoter, we analyzed PKCδ regulated genes in K-ras dependent and independent NSCLC cells. Our studies identify focal adhesion signaling and extracellular matrix (ECM) genes as differentially regulated in K-ras dependent versus K-ras independent NSCLC cells. These include the integrin genes, *ITGAV* and *ITGB3* that code for the heterodimer, integrin α_V_β_3_. Increased expression of integrin α_V_β_3_ correlates with a poor prognosis in some human tumors [16]. Integrin α_V_β_3_ acts as a receptor for ECM ligands, including fibronectin and vitronectin, and is a well-established regulator of invasion and anchorage-independent growth *in vitro* [17, 18]. Integrin α_V_β_3_ can also have ligand-independent functions in tumor cells [18] and recent studies show that un-ligated integrin α_V_β_3_ can drive cancer cell stemness and drug resistance through activation of K-ras and RalB [19]. Our studies describe a novel PKCδ->integrin α_V_β_3_-> Extracellular signal-Regulated Kinase (ERK) pathway that is important for regulation of transformed growth specifically in K-ras dependent NSCLC cells, and suggest that perturbation of this pathway may be a novel therapeutic strategy for the subset of NSCLC patients with K-ras dependent tumors.

## RESULTS

### Expression profiling of genes regulated by PKCδ in K-ras mutant NSCLC cells

We have previously shown that PKCδ is required for tumorigenesis driven by oncogenic K-ras and for the survival of human NSCLC cell lines that are dependent on K-ras [11]. To further understand the function of PKCδ in the context of oncogenic K-ras we sought to identify genes and functional pathways whose expression is specifically regulated by PKCδ. Transcriptional profiling using Affymetrix GeneChip human genome arrays was performed in two K-ras dependent (H2009 and H441) and two K-ras independent (A549 and H460) NSCLC cell lines that stably express shRNA targeting either the coding region of PKCδ (δ193) or a scrambled non-targeting sequence (δscr). 

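PRKCD, the gene that encodes PKCδ, was lower with δ193 in all 4 cell lines. Its array value, on a log2 scale, was 8.17 ± 0.05 (SD, n = 3 arrays) in H2009 cells that express δscr and 5.92 ± 0.05 in those that express δ193. The means were 7.86 ± 0.22 and 5.46 ± 0.69 in H441, 6.97 ± 0.25 and 5.71 ± 0.10 in A549, and 8.32 ± 0.04 and 6.29 ± 0.13 in H460. In each line every δ193 array lay below every δscr array. The log2 fold changes were -2.25 in H2009 (adjusted p = 1.7e-07 from limma with the Benjamini-Hochberg adjustment), -2.40 in H441 (2.29e-08), -1.26 in A549 (0.000325) and -2.03 in H460 (3.8e-07), with a standard error of 0.20 in each. A549 cells began from the lowest PRKCD value, and their change was smaller than that in H441 (difference between the lines -1.15, 95% confidence interval -1.74 to -0.55, adjusted p = 0.012), a comparison chosen after the values were seen.

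**Figure D1:**
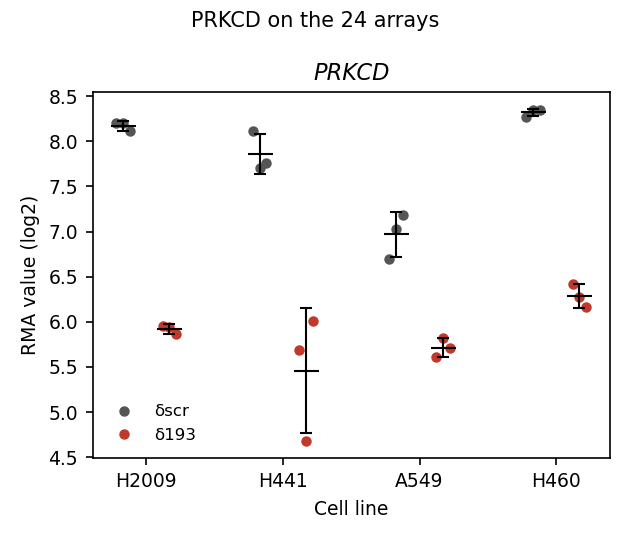
PRKCD on the 24 arrays. Each point is the log2 RMA value of one array of the cell line on the horizontal axis, grey for δscr and red for δ193, with the mean and SD of each group of 3. All δ193 points lie below the δscr points of the same line, and the δ193 points of H441 spread most, with an SD of 0.69.

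H2009, H441, A549 and H460 are non-small cell lung cancer lines with mutant K-ras, of which the first pair depend on K-ras for survival and the others do not. RNA from 3 biological replicates of each line with each shRNA was hybridized to Affymetrix human gene arrays, which gives 24 arrays in 8 groups. The authors computed the values by RMA (background correction, quantile normalization and a summary over probes) with Affymetrix Power Tools, as one log2 value for each transcript cluster, the set of probes that reads one locus. Of 33252 clusters, 19460 were annotated to 1 gene symbol. Where several clusters shared a symbol, the one with the highest mean over the 24 arrays was used, which left 18417 genes. The array medians had a median of 4.85. All arrays were fitted together in limma with one coefficient per group, and δ193 was compared with δscr within each line. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 1.25, the fold that the study used. Replicate arrays correlated across genes at 0.9819 to 0.9901 in the H441 δ193 group and at 0.9918 or more in every other group. The residual variance of H441 was 2.44 times the median of the other lines. On simulated arrays with a spread set for each line and 200 changed genes per line, 54 to 56 of 67 genes changed 1.5 fold were recovered. There, 274 unchanged genes were called in H441 against 5 or fewer in any other line. On the real arrays 2636 genes were called in H441, so 274 is not an estimate of its false calls. δ193 is the only PKCδ shRNA on these arrays, so effects of its sequence on other genes cannot be separated from depletion of PKCδ, and 3 arrays per group limit the precision.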

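The genes that PKCδ depletion moved furthest have diverse functions, and some of them moved in more than 1 line. In H2009, CRISP3, a cysteine-rich secretory protein, rose by 2.00 on the log2 scale (standard error 0.13, adjusted p = 2.02e-09 from limma), and MMP9, a secreted gelatinase, fell by 1.77 (standard error 0.14, adjusted p = 4.88e-08). In H441, FABP4, a fatty acid carrier, fell by 4.02 and CPA4, a carboxypeptidase, by 3.38, while CALB2, the calcium buffer calretinin, rose by 2.55 and CD274, the immune checkpoint ligand PD-L1, by 2.28. In A549, CES1, a drug-metabolizing carboxylesterase, rose by 4.21, HGF, the ligand of the receptor MET, by 2.70 and the adhesion molecule CEACAM5 by 2.59, and the chemokine CCL2 fell by 1.86. In H460, the protease inhibitor SERPINB4 rose by 3.18, the cytokine IL1B by 2.35 and the myeloid receptor TREM1 by 2.10, and HTR2B, a serotonin receptor, fell by 2.38. The largest adjusted p of these 14 genes in the line named was 0.000446, for IL1B. In H460 FABP4 also fell by 2.29, and CALB2, CD274 and CRISP3 rose by 1.46, 1.81 and 1.04.
Of 18417 genes tested, 4137 (22.5%) were called in at least 1 line. Calls numbered 904 in H2009 (414 lower and 490 higher), 2636 in H441 (1330 and 1306), 852 in A549 (475 and 377) and 1003 in H460 (633 and 370). Of the 4137 genes, 3139 were called in 1 line only, 776 in 2 lines, 184 in 3 and 38 in all 4. With each line fitted on its own 6 arrays, called genes numbered 896 in H2009, 401 in H441, 761 in A549 and 1583 in H460. The lowest counts with 1 array left out were 573, 2356, 541 and 628 in the same order, and the highest 1131, 3077, 1058 and 1243.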

Using a 1.25 fold cut-off, our analysis revealed 3183 genes that show a statistically significant change in gene expression in all cell lines with depletion of PKCδ regardless of their K-ras dependency status. 

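ALDH1A1, an aldehyde dehydrogenase that makes retinoic acid, fell in both K-ras dependent lines, by 1.11 on the log2 scale in H2009 and 1.56 in H441 (standard error 0.09; adjusted p = 6.99e-08 and 1.04e-10 from limma). ITGA2, the collagen-binding integrin subunit α2, fell by 1.03 in each (standard error 0.22; adjusted p = 0.00604 and 0.00213). The surface glycoprotein CD24 fell by 0.92 and 1.21, and the splicing regulator RBFOX2 by 0.97 and 1.04. Among genes that rose, TRPA1, a calcium channel opened by reactive chemicals, changed by 1.92 in H2009 and 1.89 in H441 (standard error 0.19; adjusted p = 6.8e-07 and 2.41e-07). The glutamate transporter SLC1A3 rose by 1.10 and 1.82, ALDH1L2, a mitochondrial enzyme of folate metabolism, by 1.10 and 1.08, the growth factor BMP6 by 0.78 and 0.92, and the mucin-like protein DMBT1 by 1.02 and 1.28. Of these genes only ITGA2 and DMBT1 were called in neither independent line. ALDH1A1 fell by 1.07 in H460 and CD24 by 0.94 in A549, and RBFOX2 fell in both, by 0.54 in A549 and 0.80 in H460. TRPA1, SLC1A3 and BMP6 rose in H460, by 1.11, 1.08 and 0.71, and ALDH1L2 in A549, by 1.02.
In H2009 and H441 together, 147 genes were lower in both lines and 108 higher in both, 255 in all, and 67 moved in opposite directions. Independent lists of the same lengths would share 29.9 and 34.7 genes (one-sided Fisher's exact test across genes, which are not independent, p = 4.4e-64 and 4.9e-27). Of the 147 genes, 68 were also lower in H460 and 41 in A549, and 67 were lower in neither. Of the 108, 32 were also higher in H460, 12 in A549, and 67 in neither. A test of the difference between the pair H2009 and H441 and the pair A549 and H460 was passed by 68 of the 147 and 53 of the 108. With each line fitted on its own 6 arrays the shared counts were 54 lower and 26 higher. With single arrays left out, 92 were lower in both without H2009 δscr replicate 1, and 70 higher without H2009 δ193 replicate 1.

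**Figure D2:**
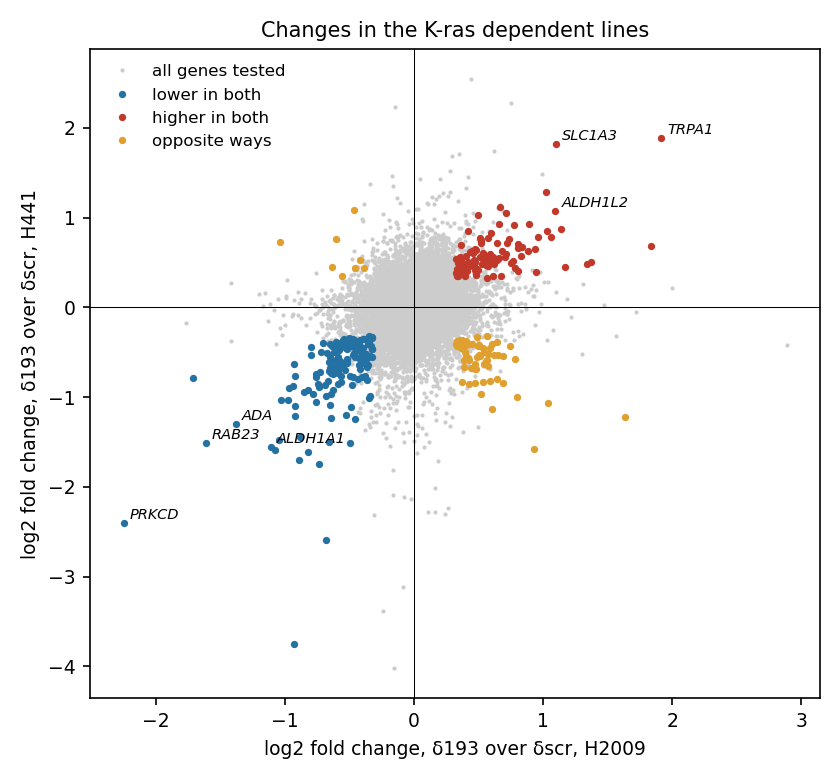
Log2 fold change (δ193 over δscr) of each gene tested in H2009, horizontal axis, and in H441, vertical axis. Blue points are the 147 genes lower in both lines, red points the 108 higher in both and orange points the 67 called in opposite directions; TRPA1 lies at 1.92 and 1.89.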

Analysis of gene expression in H2009 and H441 cells revealed 210 genes significantly regulated in both cell lines; 116 genes were down-regulated and 94 genes were up-regulated with depletion of PKCδ (Table S1). In K-ras independent cells, 124 genes were significantly regulated in both cell lines; 77 genes were down-regulated, while 47 genes were up-regulated with depletion of PKCδ (Table S1). 

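CYP1B1 and CYP1A1, cytochromes P450 that metabolize aromatic hydrocarbons and estrogens, rose in both K-ras independent lines. CYP1B1 changed by 1.13 in A549 and 1.08 in H460 on the log2 scale (standard error 0.13; adjusted p = 3.59e-06 and 4.68e-06 from limma) and fell by 0.79 in H441. CYP1A1 changed by 0.63 and 0.71, and was also higher in H2009, by 0.77. The bicarbonate cotransporter SLC4A4 rose by 1.21 in A549 and 0.95 in H460, ANTXR2, a collagen VI and anthrax toxin receptor, by 0.94 and 1.04, and BDKRB1, the bradykinin B1 receptor, by 0.65 and 1.38. SLC4A4 was also called higher in H2009, by 0.40. Genes that fell included TRIM31, a ubiquitin ligase (-1.21 in each line), CTSH, the lysosomal protease cathepsin H (-0.89 and -1.03), CP, the copper-carrying ferroxidase ceruloplasmin (-1.08 and -0.83), and COL12A1, a fibril-associated collagen (-1.02 and -0.81). These 4 genes also fell in H441, by 0.94, 1.42, 2.31 and 1.33.
In A549 and H460, 91 genes were lower in both lines and 24 higher in both, 115 in all, and 48 moved in opposite directions. Independent lists of the same lengths would share 16.3 and 7.6 genes (one-sided Fisher's exact test across genes, p = 2.4e-42 and 7.2e-07). Of these, 31 lower and 11 higher genes were called the same way in neither H2009 nor H441. By the methods' own test (Student's, unadjusted) and thresholds 48 genes were higher in both lines and 119 lower. With single arrays left out, the number higher in both was 15 without A549 δ193 replicate 1, A549 δ193 replicate 3 or H460 δ193 replicate 1, each left out alone. The number lower in both was 59 without A549 δ193 replicate 3 or H460 δscr replicate 2, 55 without H460 δscr replicate 3 and 52 without H460 δ193 replicate 3.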

Notably, 23 of the 116 genes that were down regulated in K-ras dependent cells were also down regulated in K-ras independent cells. 

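TERF2IP, the telomere protein RAP1, which also takes part in NF-κB signaling, fell by 0.97 in H2009, 0.90 in H441, 0.77 in A549 and 0.92 in H460 on the log2 scale (standard error 0.10; largest adjusted p = 2.02e-05 from limma). FERMT2 encodes kindlin-2, which binds integrin β tails and activates integrins, and it fell by 0.57, 0.83, 1.05 and 0.73 in the same order (standard error 0.09; largest adjusted p = 0.00037). HOXA2, a homeobox transcription factor, changed by -0.68, -0.99, -1.15 and -0.81, and FAM171A1, a membrane protein linked to cell shape, by -0.60, -0.66, -1.08 and -0.71. TMEM245, a membrane protein of unknown function, fell by 1.04, 1.48, 0.96 and 0.59.
In total 29 genes, PRKCD among them, were lower in all 4 lines, 19.7% of the 147 lower in both H2009 and H441. Independent lists of the genes lower in each pair of lines would share 0.73. None of the 5 genes named here changed by an amount that differed between the K-ras classes except TMEM245 (difference -0.48, adjusted p = 0.00346). With each line fitted on its own 6 arrays, 19 genes were lower in all 4 lines.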

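RAB23, a Rab GTPase that restrains hedgehog signaling, fell in H2009, H441, A549 and H460 by 1.62, 1.51, 1.48 and 0.99 on the log2 scale (standard error 0.11; largest adjusted p = 3.08e-06 from limma). ADA, which deaminates adenosine, fell by 1.38, 1.30, 1.23 and 1.10 (standard error 0.12; largest adjusted p = 1.31e-06). SNX27, a sorting nexin that returns receptors from endosomes to the cell surface, fell by 0.78, 0.96, 0.67 and 0.82. LIFR, the receptor of leukemia inhibitory factor, fell by 0.93, 0.76, 0.82 and 0.75. IL6ST, the gp130 chain that LIFR and the IL-6 receptor signal through, fell by 0.76, 0.75, 0.37 and 0.36, more in the K-ras dependent lines (difference between classes -0.39, adjusted p = 0.0125). GALC, the lysosomal galactosylceramidase, was called lower in all 4 lines as well, with the largest change in H441.
DGKA, a kinase that converts diacylglycerol to phosphatidic acid, fell by 0.74 in H441, 0.52 in A549 and 0.63 in H460. In H2009 it did not pass (-0.42, adjusted p = 0.0759). BNIP3L, a mitophagy receptor of the BCL2 family, passed in H441 (-0.84, adjusted p = 0.000787) and H460 (-0.56, adjusted p = 0.0413) but not in H2009 (-0.45, adjusted p = 0.122) or A549 (-0.44, adjusted p = 0.142). Of these 8 genes, 6 were called lower in H2009, 8 in H441, 7 in A549 and 8 in H460, and 8 in each line when adjusted over the list alone. The study chose the list on these arrays, so these counts are not independent evidence.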

Common down-regulated genes reflect the diverse biological functions of PKCδ and include *RAB23*, a small GTPase in the Ras superfamily; sorting nexin-27 (*SNX-27*); the metabolic enzymes adenosine deaminase (*ADA*) and galactosylceramidase (*GALC*); diacylglycerol kinase alpha (*DGKA*) which regulates diacylglycerol levels and PKC activation at membranes; the cytokine receptors, *IL6ST* and *LIFR*; and *BNIP3L*, an inducer of apoptosis. 

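SPRY4, a Sprouty protein that is induced by ERK and limits receptor tyrosine kinase signaling, rose in all 4 lines, by 0.94 in H2009, 0.65 in H441, 0.63 in A549 and 0.58 in H460 (standard error 0.16; adjusted p = 0.000781, 0.00682, 0.0231 and 0.0321 from limma). PALLD, the actin-bundling protein palladin, rose by 0.64, 0.71, 0.54 and 0.60 in the same order (standard error 0.10; largest adjusted p = 0.0022). CABYR, a calcium-binding protein first described in sperm, rose by 0.61, 0.56, 0.50 and 0.36 (largest adjusted p = 0.026, in H460). These 3 genes were the only ones called higher in all 4 lines, where independent lists of the genes higher in each pair would share 0.14. By the methods' own test and thresholds 3 genes were higher in all 4 lines, CABYR, PALLD and the transcriptional repressor HES7. With the array medians set equal, or with each line fitted on its own 6 arrays, 1 gene was. With single arrays left out the number was 13 without A549 δscr replicate 1, 7 without H441 δ193 replicate 3 and 1 without any of the 6 H460 arrays.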

No up-regulated genes were shared between K-ras dependent and independent cell lines.

To gain insight into the biological pathways controlled by PKCδ in NSCLC, we evaluated the RNA expression profiles of δscr and δ193 expressing NSCLC cells utilizing the KEGG pathway analysis tool within NIH DAVID v6.7 [20-22]. 

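Genes of the lysosome, of cell adhesion and of the interferon response were called more often than chance gives. Of 114 lysosomal genes, 49 were called in at least 1 line (25.61 expected, one-sided Fisher's exact test, adjusted p = 1.1e-05). They include LAPTM5, a lysosomal membrane protein that fell by 1.71 in H2009, and in H441 the protease CTSS (-1.07) and SUMF1, which activates lysosomal sulfatases (-1.06). Within the lines, 38 lysosomal genes were lower and 5 higher in H441, 10 and 2 in H460, 8 and 3 in H2009, and 5 and 6 in A549 (41 and 6, 11 and 2, 8 and 3, 5 and 11 when adjusted over the list alone). As a set they moved down in H441 (camera, adjusted p = 5e-08), H460 (0.0003) and H2009 (0.042), and adjusted p = 0.013, 0.087 and 0.33 with an estimated correlation; in H2009 the set did not pass among genes with a mean above the median (adjusted p = 0.1). Of 65 genes of complement and coagulation, 25 were called (14.6 expected, adjusted p = 0.0056), and the set moved down in H441 (12 lower and 2 higher; 13 and 2 when adjusted over the list alone; camera, adjusted p = 0.005, and adjusted p = 0.22 with an estimated correlation). There, the complement genes CFB, C3 and CFD fell by 1.22, 1.20 and 1.12, and THBD, the anticoagulant receptor thrombomodulin, rose by 1.16.
Of 43 interferon-stimulated genes, 24 were called (9.66 expected, adjusted p = 1.5e-05). SAMD9, an antiviral restriction factor, fell by 1.61 in H441, 0.82 in H2009 and 0.80 in H460, while DDX60 and IFIT2, which act against viral RNA, rose in H441 by 1.43 and 1.15. Among 28 gene lists, written from memory under the names of KEGG pathways and other processes and not KEGG's own releases, 19 passed this test. Those that did not included sphingolipid metabolism (13 of 41 genes, adjusted p = 0.14), the pentose phosphate pathway (8 of 26, 0.25), cholesterol synthesis (8 of 19, 0.062), the integrated stress and unfolded protein responses (11 of 30, 0.074) and cell cycle (6 of 40, 0.95).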

Seventeen KEGG pathways were identified as significantly regulated by PKCδ regardless of K-ras dependency status (Table 1). The top three KEGG pathways identified across all four cells lines were: *Pathways in cancer*, *MAPK signaling*, and *Focal adhesion* (Table 1). In addition, a large number of metabolic pathways were also identified as regulated by PKCδ, including pathways important for glutathione and O-Glycan synthesis, and for amino acid, nitrogen and tryptophan metabolism (Table 1). 

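MAPK signaling genes moved both ways, and different members led in each line. In H441, NR4A1, a nuclear receptor of the immediate early response, rose by 1.24 and DUSP5, a phosphatase of nuclear ERK, by 1.33, while TGFBR2, the type II receptor of TGFβ, fell by 1.18. In H2009, the calcium channel subunit CACNG4 rose by 0.99 and RASGRF2, an exchange factor for Ras, by 0.92. In A549, the growth factor receptor FGFR1 fell by 0.94 and the kinase MAP3K8, which acts upstream of ERK, by 0.72. In H460, TGFB2 rose by 1.00 and DUSP9, another MAPK phosphatase, fell by 0.79. The largest adjusted p from limma for these 9 changes was 0.0043, for RASGRF2.
Of 186 MAPK signaling genes, 65 were called in at least 1 line (41.78 expected, one-sided Fisher's exact test, adjusted p = 0.0003). Lower and higher members numbered 6 and 12 in H2009, 9 and 22 in H441, 16 and 7 in A549, and 9 and 12 in H460 (6 and 14, 10 and 25, 21 and 9, 9 and 15 when adjusted over the list alone), and the set moved neither way by camera in any line. Of 165 focal adhesion genes, 66 were called (37.06 expected, adjusted p = 8.2e-06), 5 lower and 14 higher in H2009, 32 and 10 in H441, 8 and 6 in A549, and 13 and 7 in H460. The numbers were 10 and 15, 33 and 10, 8 and 6, and 15 and 10 when adjusted over the list alone. In H441 the set moved down (camera, adjusted p = 0.00066, and adjusted p = 0.071 with an estimated correlation); whether the lines differ in this was not tested. In A549, CAV1, the caveolar scaffold caveolin-1, fell by 0.60, and in H460 the growth factor PDGFC rose by 0.80.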

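Enzymes that attach the first sugar of O-linked glycans changed in all 4 lines. GALNT5 rose by 1.15 in A549 and fell by 0.56 in H441, GALNT12 rose by 1.04 in H460 and fell by 0.64 in A549, and GALNT14 rose by 0.63 in H2009 (largest adjusted p = 0.0063 from limma). C1GALT1C1, the chaperone that the enzyme of the next step needs, fell by 0.80 in H441 (standard error 0.13, adjusted p = 0.00015). Of 28 O-glycan genes, 13 were called in at least 1 line (6.29 expected, one-sided Fisher's exact test, adjusted p = 0.0086). Lower and higher members numbered 1 and 1 in H2009, 7 and 1 in H441, 3 and 4 in A549, and 0 and 1 in H460 (1 and 2, 7 and 2, 3 and 4, and 0 and 1 when adjusted over the list alone). In H460 none was lower by limma without adjustment or by the methods' own test either.
Of 39 tryptophan metabolism genes, 21 were called (8.76 expected, adjusted p = 0.00011), among them DDC, the decarboxylase that makes serotonin, and WARS1, which charges tRNA with tryptophan. Of 48 glutathione genes, 19 were called (10.78 expected, adjusted p = 0.011), of 24 in alanine, aspartate and glutamate metabolism 11 (5.39 expected, 0.017), and of 18 in nitrogen metabolism 8 (4.04 expected, 0.047, and 0.13 with the EASE score that DAVID uses). By the methods' own test the glutathione list gave an adjusted p of 0.059 and the alanine, aspartate and glutamate list one of 0.11. Among genes with a mean above the median the glutathione list gave 13 called genes and an adjusted p of 0.39.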

The percentage of genes whose expression increased or decreased with depletion of PKCδ for each KEGG pathway is shown graphically in Figure 1. 

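Laminins, which anchor cells to the basement membrane and belong to the small cell lung cancer list, moved both ways. LAMB2 changed by -1.40 in H441 and -0.60 in H460, LAMB3 by -1.08 in H441, and LAMA4 by -1.45 in H460 (largest adjusted p = 0.0037 from limma). BCL2, which blocks apoptosis, fell by 0.57 in H460. PTGS2, the inducible cyclooxygenase of the same list, rose by 1.30 in H2009 and 1.33 in H460, and the laminins LAMA1 and LAMA2 rose in H2009 by 0.68 and 0.57.
Over the 4 lines, 18 of the 29 called small cell lung cancer genes were lower only, 7 higher only and 4 lower in some lines and higher in others. Lower only, higher only and both numbered 24, 9 and 3 for ECM-receptor interaction, 36, 24 and 6 for focal adhesion, 11, 6 and 3 for chronic myeloid leukemia, and 25, 32 and 8 for MAPK signaling. For MAPK signaling the methods' own test gave 30, 32 and 8. Small cell lung cancer genes were enriched among the called genes (16.85 expected, one-sided Fisher's exact test, adjusted p = 0.0029), though not among genes with a mean above the median (26 called, adjusted p = 0.14). By line, 2 were lower and 7 higher in H2009, 15 and 3 in H441, 3 and 1 in A549, and 10 and 1 in H460 (5 and 9, 15 and 4, 3 and 1, and 10 and 2 when adjusted over the list alone). The set moved down in H460 (camera, adjusted p = 0.046, and adjusted p = 0.23 with an estimated correlation and 0.44 among genes with a mean above the median).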

For KEGG pathways involved in cancer and cell signaling, the majority of genes showed decreased expression upon depletion of PKCδ. In contrast, the expression of genes in KEGG pathways involved in metabolic processes typically increased upon depletion of PKCδ.

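Glutathione transferases, which conjugate glutathione to electrophiles, rose in H2009: GSTM1 by 0.72, GSTM4 by 0.58 and GSTM2 by 0.56 (standard errors 0.18, 0.14 and 0.14; adjusted p = 0.016, 0.011 and 0.018 from limma). The 3 genes are close paralogs of similar sequence. ANPEP, a peptidase that acts on glutathione breakdown products, fell by 0.65 in H2009 and rose by 0.52 in A549. In H460, GCLC, the catalytic subunit of the enzyme that limits glutathione synthesis, fell by 0.90 (standard error 0.12, adjusted p = 3.1e-05). Glutathione genes moved up as a set in H2009 (7 higher and 1 lower; camera, adjusted p = 0.025) and A549 (4 higher and 0 lower, 0.027) and down in H460 (4 lower and 1 higher, 0.014), with adjusted p = 0.18, 0.19 and 0.14 with an estimated correlation, and adjusted p = 0.093 in A549 among genes with a mean above the median. In H441, with 6 lower and 2 higher (6 and 3 when adjusted over the list alone), the set did not pass (adjusted p = 0.61). In the other 3 lines the counts were 7 and 1, 5 and 0, and 4 and 1 when adjusted over the list alone, and in A549 none was lower by limma without adjustment or by the methods' own test.
Tryptophan metabolism genes moved up as a set in A549 (8 higher and 0 lower; camera, adjusted p = 8.3e-05) and H2009 (4 and 0, 0.0026), and adjusted p = 0.049 and 0.13 with an estimated correlation; in these lines none was lower by either test without adjustment. The set did not pass in H441 (8 higher and 6 lower, adjusted p = 0.81) or H460 (2 and 1, 0.61). When adjusted over the list alone 9 and 6 were higher in A549 and H2009, 8 higher and 6 lower in H441, and 4 and 2 in H460. DDC rose by 0.97 in A549, and HSD17B10, a mitochondrial dehydrogenase of several pathways, by 0.73 in A549, 0.89 in H2009 and 0.93 in H441. Lower only, higher only and both numbered 4, 15 and 2 of the called tryptophan genes, 6, 12 and 1 of the glutathione genes, 4, 7 and 0 of the alanine, aspartate and glutamate genes, 2, 6 and 0 of the nitrogen genes, 6, 3 and 4 of the O-glycan genes, and 4, 4 and 0 of the pentose phosphate genes.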

**Table:** KEGG Pathways regulated by PKCδ in K-ras mutant NSCLC cells regardless of K-ras dependency status

KEGG Pathway	Gene number	*p-value*
Pathways in cancer	77	0.0182
MAPK signaling	64	0.0208
Focal Adhesion	54	0.0035
Lysosome	40	0.0001
Neurotrophin signaling	34	0.0164
ECM-receptor interaction	31	0.0003
Small cell lung cancer	27	0.0041
Complement and coagulation cascades	24	0.0024
Chronic myeloid leukemia	24	0.0075
Pancreatic cancer	21	0.0355
Epithelial cell signaling in Helicobacter pylori	20	0.0376
Glutathione metabolism	17	0.0157
Tryptophan metabolism	14	0.0246
O-Glycan biosynthesis	13	0.0051
Alanine, aspartate and glutamate metabolism	12	0.0194
Pentose phosphate	10	0.0302
Nitrogen metabolism	9	0.0489

All statistically significant (*p* < 0.05) KEGG pathways shown.

Six KEGG pathways were significantly enriched in PKCδ depleted K-ras dependent H2009 and H441 cells (Table 2). These include genes whose products regulate ECM-receptor interaction such as *RELN, TNC* and *ZYX* (increased with PKCδ depletion), and *TNXB, ITGAV, ITGA3* and *ITGB3* (decreased with PKCδ depletion), and genes that regulate cell survival and proliferation (*TP53, AKT3, MYC* and *NRAS*). 

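Of 41 sphingolipid genes, 4 were called lower in both K-ras dependent lines. ASAH1, which splits ceramide in lysosomes, changed by -0.63 in H2009 and -0.92 in H441 (standard error 0.09; adjusted p = 0.000143 and 2.59e-07 from limma). SGMS2, which makes sphingomyelin from ceramide, changed by -0.80 and -0.54, GALC by -1.08 and -1.58, and the sialidase NEU1 by -0.33 and -0.34, with NEU1 higher by 0.57 in A549. The changes of all 4 differed between the K-ras classes (-0.44, -0.80, -0.77 and -0.61; largest adjusted p = 0.00569), and ASAH1 was called lower in H460 too and GALC in both A549 and H460. These 4 were among the 147 genes lower in both lines, where 0.33 sphingolipid genes would be expected (one-sided Fisher's exact test, adjusted p = 0.013, and adjusted p = 0.14 with the EASE score that DAVID uses). The study named the 4 genes from the same arrays, so their changes are not independent evidence. By line, lower and higher sphingolipid genes numbered 5 and 0 in H2009, 9 and 1 in H441, 3 and 2 in A549, and 3 and 1 in H460 (5 and 1, 9 and 2, 4 and 5, and 3 and 1 when adjusted over the list alone). The set did not pass by camera in any line over all genes tested. Among genes with a mean above the median it did in H2009 and A549, downward (adjusted p = 0.042 and 0.045), and by fry in H2009, H441 and A549 (adjusted p = 0.0004, 7.9e-06 and 0.0026). In H2009, 2 were higher by limma without adjustment and 1 by the methods' own test.
Among the same 147 genes, 5 of ECM-receptor interaction were AGRN, ITGA2, ITGAV, ITGB3 and SV2A (0.61 expected, adjusted p = 0.013, and 0.14 with the EASE score). AGRN, the heparan sulfate proteoglycan agrin, fell by 0.49 in H2009 and 0.76 in H441, and in the independent line A549 by 0.34 (adjusted p = 0.0231). Of the lysosome, 7 genes were in the set (0.91 expected, adjusted p = 0.003, and 0.028 with the EASE score), and 4 were among the 91 genes lower in both A549 and H460 (0.56 expected, adjusted p = 0.038, and 0.32 with the EASE score, 0.3 with the calls of the methods' own test and 0.91 among genes with a mean above the median). Focal adhesion genes gave 4 (1.32 expected, adjusted p = 0.33), or 6 among the 255 genes changed either way (2.28 expected, adjusted p = 0.23). The small cell lung cancer and chronic myeloid leukemia lists gave 2 each among the 255 (adjusted p = 0.97 and 0.93). Of 168 such tests 11 passed, and 2 with the EASE score.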

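RELN, the secreted matrix protein reelin, rose by 0.71 in H2009 and 1.05 in H441 (standard error 0.11; adjusted p = 0.000184 and 3.15e-07 from limma) and was called in neither A549 (-0.23) nor H460 (0.13), with a difference between classes of 0.93 (adjusted p = 1.05e-05). TNC, the matrix glycoprotein tenascin-C, rose by 0.96 in H441 (adjusted p = 0.000544) and most in H460, by 2.31 (adjusted p = 7.54e-09). It did not pass in H2009 (0.47, adjusted p = 0.145). ZYX, the focal adhesion protein zyxin, rose by 0.37, 0.48 and 0.47 in H2009, H441 and H460. ITGA3, a laminin-binding integrin subunit, fell by 1.16 in H441 (standard error 0.17, adjusted p = 5.82e-05) and did not pass in H2009 (-0.33, adjusted p = 0.354). MYC, a growth-promoting transcription factor, rose by 0.65 in H441 (adjusted p = 0.000101) and did not pass in H2009 (0.35, adjusted p = 0.0504). Its difference between classes was 0.45 (adjusted p = 0.012). MET, the receptor of HGF, fell by 0.40, 0.55 and 0.41 in H2009, H441 and H460, and CBLB, a ubiquitin ligase that ends receptor signaling, rose by 0.57, 0.77 and 0.63.
Of 5 measured genes that the study names as increased in the K-ras dependent lines, 3 were called higher in H2009, 5 in H441, 0 in A549 and 3 in H460 (5, 5, 0 and 3 when adjusted over the list alone; in A549, 1 by limma without adjustment and 0 by the methods' own test). Of 9 named as decreased, 8 were called lower in H2009, 9 in H441, 2 in A549, where NEU1 was higher, and 4 in H460 (8, 9, 3 and 4 when adjusted over the list alone). The study chose both lists on these arrays, so the counts are not independent evidence. TNXB shares its transcript clusters with neighboring genes and, like the genes of the sentence that are not named here, was not analysed here.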

KEGG pathways significantly enriched in K-ras independent cell lines A549 and H460 are also listed in Table 2. The majority of genes in these pathways encode components of receptor signaling pathways and their ligands including *ERBB2, JAK1, IL20RB, TLR3* and *LIFR*. 

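ERBB2, the receptor tyrosine kinase HER2, fell by 0.49 in A549 and 0.41 in H460 (standard error 0.11; adjusted p = 0.00531 and 0.0191 from limma), and by 0.77 in H441. JAK1, the kinase bound to gp130 and other cytokine receptors, fell by 0.67 and 0.32 (adjusted p = 1.18e-05 and 0.0189); it also fell by 0.30 in each of H2009 and H441, below the fold of 1.25. TLR3, a receptor of double-stranded RNA, fell by 0.55 in H460 (adjusted p = 0.00562), with -0.41 in A549 (adjusted p = 0.0503), and its change differed between classes by 0.67 (adjusted p = 0.0018). IL20RB, a receptor chain of IL-20, had log2 fold changes of 0.54 and 0.38 that did not pass (adjusted p = 0.471 and 0.625), and passed in H441, at 1.01 (adjusted p = 0.0286). CDK6, a kinase that drives cells into S phase, fell by 0.77 and 0.48, with a difference between classes of 0.64 (adjusted p = 0.00451). The immediate early gene FOS rose by 0.64 in A549 and 0.68 in H460, and MAP2K3, which activates p38, by 0.41 and 0.52, and by 0.65 in H441. MDM2 rose by 0.76 in H460, with 0.34 in A549 (adjusted p = 0.0703), and NFKBIA, the inhibitor of NF-κB, fell by 0.48 in H460, with -0.25 in A549 (adjusted p = 0.423). CREB3, a transcription factor of the endoplasmic reticulum, rose by 0.42 in A549 (adjusted p = 0.0038), with 0.10 in H460 (adjusted p = 0.653).
Of 6 genes the study names as increased in the K-ras independent lines, 4 were called higher in each of A549 and H460, 2 in H2009 and 3 in H441 (5, 4, 2 and 3 when adjusted over the list alone). Of 7 measured among those named as decreased, 5 were called lower in A549, 7 in H460, 2 in H2009 and 3 in H441 (6, 7, 2 and 3 when adjusted over the list alone). Both lists were chosen by the study on these arrays and are not independent evidence. Among the 24 genes higher in both A549 and H460 were FOS, SPRY1 and SPRY4 of 21 genes that report ERK activity (0.03 expected, one-sided Fisher's exact test, adjusted p = 0.00043).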

Of note, the KEGG pathway *Chronic myeloid leukemia*, is enriched in both K-ras dependent and independent NSCLC cells, however, with the exception of *NRAS*, the specific genes regulated in this pathway are unique for each subtype.

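Apart from CDK6, chronic myeloid leukemia genes called in more than 1 line were called in lines of both K-ras classes. CBLB was called higher in H2009, H441 and H460, SMAD3, which carries TGFβ signals to the nucleus, fell by 0.35 in H2009 and 0.36 in A549 and was lower in H441 too, and MDM2, a ubiquitin ligase, rose by 0.67 in H2009 as well as in H460. In H441, the adaptor SHC3 fell by 0.77, while it rose by 0.38 in A549. TGFBR1, the type I receptor of TGFβ, fell by 0.66 in A549, TGFB3 rose by 0.52 in H2009 and SHC4 by 0.67 in H460 (largest adjusted p of these changes = 0.041 from limma, for SHC3 in A549).
Of 65 measured genes, 20 were called in at least 1 line (14.6 expected, one-sided Fisher's exact test, adjusted p = 0.096), and 24 by the methods' own test (adjusted p = 0.019). Lower and higher members numbered 2 and 3 in H2009, 9 and 3 in H441, 4 and 1 in A549, and 3 and 5 in H460 (5 and 4, 9 and 3, 4 and 2, and 3 and 5 when adjusted over the list alone), and the set did not pass by camera in any line, and by fry in H441 (down, adjusted p = 0.0024). CBLB and SMAD3 were the 2 members called the same way in both H2009 and H441, and CDK6 the 1 called the same way in both A549 and H460.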

**Table:** KEGG Pathways regulated by PKCδ in K-ras dependent and independent NSCLC cell lines

KEGG Pathway	Gene number	Genes	*p*-value
**K-ras Dependent**			
Focal adhesion	9	Up: AKT3, RELN, TNC, ZYX	0.006
		Down: ITGAV, ITGA3, ITGB3, MET, TNXB	
ECM-receptor interaction	8	Up: RELN, TNC,	0.0001
		Down: AGRN, DAG1, ITGAV, ITGA3, ITGB3, TNXB	
Chronic myeloid leukemia	5	Up: AKT3, CBLB, MYC	0.019
		Down: NRAS, TP53	
Small cell lung cancer	5	Up: AKT3, MYC	0.028
		Down: ITGAV, ITGA3, TP53	
Sphingolipid metabolism	4	Up: -	0.016
		Down: ASAH1, GALC, NEU1, SGMS2	
Endometrial cancer	4	Up: AKT3, MYC	0.034
		Down: NRAS, TP53	
**K-ras Independent**			
Pathways in cancer	7	Up: FOS, MDM2	0.041
		Down: CDK6, ERBB2, JAK1, NFKBIA, NRAS	
Prostate cancer	5	Up: CREB3, MDM2	0.005
		Down: ERBB2, NFKBIA, NRAS	
Jak-STAT signaling	5	Up: IL20RB, SPRY4	0.032
		Down: IL6ST, JAK1, LIFR	
Chronic myeloid leukemia	4	Up: MDM2	0.021
		Down: CDK6, NFKBIA, NRAS	
Toll-like receptor signaling	4	Up: FOS,MAP2K3	0.044
		Down: NFKBIA, TLR3	
Bladder cancer	3	Up: MDM2	0.043
		Down: ERBB2, NRAS	

All significant (p < 0.05) KEGG pathways are shown for 210 genes regulated by PKCδ in K-ras dependent (H2009 and H441 cells); 94 genes up regulated and 116 genes down regulated. All significant (p < 0.05) KEGG pathways are shown for 124 genes regulated by PKCδ in K-ras independent (A549 and H460 cells), 47 genes up regulated and 77 genes down regulated.

**Figure 1:**
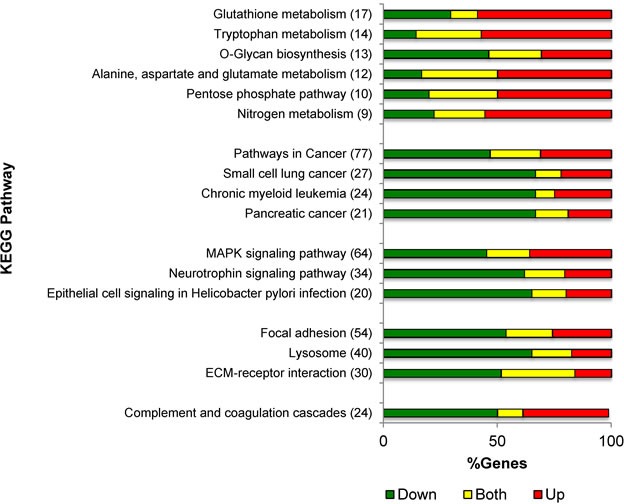
PKCδ regulation of gene expression pathways Distribution of gene expression changes by KEGG pathway for genes regulated by PKCδ across all four cell lines. Shown is the number of genes regulated in each pathway, and the percent of genes with increased expression (red), decreased expression (green) or both increased and decreased expression (yellow) with depletion of PKCδ for each conserved KEGG pathway from Table 1.

### PKCδ regulates integrin gene expression in K-ras dependent NSCLC cells

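VTN, the αV integrin ligand vitronectin, changed by -2.09 on the log2 scale in H441 (standard error 0.13, adjusted p = 1.9e-10 from limma) and FN1, fibronectin, by -1.27 there (standard error 0.24, adjusted p = 0.00057). SDC2, a cell surface heparan sulfate proteoglycan, fell by 1.15 in H460 (standard error 0.12, adjusted p = 1.5e-06). SPP1, osteopontin, another ligand of αV integrins, rose by 0.67 in A549 (standard error 0.07, adjusted p = 8.5e-07), where the laminin chain LAMC3 and the collagen COL5A1 each fell by 0.39.
Of 77 genes of ECM-receptor interaction, 36 were called in at least 1 line (17.3 expected, one-sided Fisher's exact test, adjusted p = 1.5e-05). In H441, 22 were lower and 3 higher, and the set moved down (camera, adjusted p = 1.4e-06, and adjusted p = 0.067 with an estimated correlation). The other lines had 5 lower and 9 higher (H2009), 4 and 2 (A549), and 8 and 1 (H460), with no shift of the set. The counts were 22 and 3 in H441, 7 and 9 in H2009, 4 and 2 in A549 and 9 and 2 in H460 when adjusted over the list alone. Of 25 integrin genes, 11 were called (5.62 expected, adjusted p = 0.022, and 0.061 with the EASE score that DAVID uses), 10 of them lower only and 1 higher only. The integrins are members of the ECM-receptor and focal adhesion lists as well, so the 3 results overlap.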

Further examination of gene expression changes in the KEGG pathways *Focal adhesion* and *ECM-receptor interaction* reveals enrichment in integrins, ECM proteins, and downstream signaling enzymes. We next validated these genes by qRT-PCR (Table S2). From this data set, we identified integrin genes whose expression was differentially regulated by PKCδ, based on K-ras dependency status. 

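Integrin subunits were called lower in each of the 4 lines. ITGB4, the β subunit of the hemidesmosome integrin, fell in H441 by 0.99 (standard error 0.18, adjusted p = 0.00039 from limma), and ITGA2, ITGA3, ITGB3 and ITGAV fell as well. In H2009, ITGA2, ITGB3 and ITGAV were lower and ITGA4, a subunit of fibronectin receptors, rose by 0.57 (standard error 0.13, adjusted p = 0.0072). In H460, ITGB5, which pairs with αV on vitronectin, fell by 0.57 (standard error 0.10, adjusted p = 0.00054) together with ITGAV. In A549 the only integrin called was ITGB6, a partner of αV that activates TGFβ, which fell by 1.18 (standard error 0.17, adjusted p = 6.5e-05).
Of 25 integrin genes, 3 were lower and 1 higher in H2009, 9 and 0 in H441, 1 and 0 in A549, and 2 and 0 in H460 (4 and 1, 9 and 0, 1 and 0, and 3 and 1 when adjusted over the list alone). The lines were not compared in this; over all genes H441 also had the most lower calls, 1330, against 414 in H2009, 475 in A549 and 633 in H460, and on simulated arrays 274 unchanged genes were called there. At an unadjusted p, limma called 0 integrins higher in H441 and A549 and 1 in H460, as did the methods' own test. The set moved down in H441 (camera, adjusted p = 3.2e-05, and adjusted p = 0.087 with an estimated correlation) and did not pass in H2009 (adjusted p = 0.35), where its median change was 0.049 and its mean -0.063, except among genes with a mean above the median (down, adjusted p = 0.045). ITGA2, ITGAV and ITGB3 were lower in both K-ras dependent lines (0.2 expected, one-sided Fisher's exact test, adjusted p = 0.022, and adjusted p = 0.32 with the EASE score that DAVID uses), and none of the 3 was lower in both A549 and H460. Tested directly, the change differed between the classes for ITGA2 (-0.86, adjusted p = 0.0244) and not for ITGA3 (-0.53, adjusted p = 0.0818). Over all genes, 857 changed by amounts that differed between the classes, 372 more negative and 485 more positive in the K-ras dependent lines. The paper's qRT-PCR values for these genes were not used in these tests.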

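ITGAV, the αV subunit of several integrins, fell in both K-ras dependent lines and in 1 independent line. Its mean log2 value went from 9.16 ± 0.10 with δscr to 8.73 ± 0.04 with δ193 in H2009 (SD, n = 3 arrays), from 8.54 ± 0.05 to 7.74 ± 0.12 in H441, from 9.37 ± 0.04 to 9.30 ± 0.01 in A549 and from 7.91 ± 0.15 to 7.48 ± 0.07 in H460. The log2 fold changes were -0.43, -0.80, -0.07 and -0.44 (standard error 0.08; adjusted p = 0.00238, 4.58e-07, 0.846 and 0.00171 from limma). The changes in the K-ras dependent lines differed from those in the independent lines by -0.36 (adjusted p = 0.0117), or by -0.32, under the fold of 1.25, with the array medians set equal. Of single lines, H441 and A549 differed by -0.73 (adjusted p = 0.00025 from limma) and H2009 and H460 by 0.01 (95% confidence interval -0.24 to 0.25). These comparisons of single lines were chosen after the values were seen. The p-value of the class difference reflects spread among arrays, not among the 2 lines of a class. A549 also had the smallest fall of PRKCD, -1.26 against -2.03 to -2.40 in the other lines. Unequal depletion was not separated from class in these tests. ITGB3, the β3 subunit, had a mean of 5.24 over the 24 arrays, below the median of 5.79 over genes. Its mean went from 5.68 ± 0.07 to 4.94 ± 0.06 in H2009, from 5.95 ± 0.24 to 5.10 ± 0.54 in H441, from 5.06 ± 0.20 to 4.56 ± 0.06 in A549 and from 5.43 ± 0.07 to 5.21 ± 0.09 in H460. The log2 fold changes were -0.74, -0.85, -0.50 and -0.22 (standard error 0.17; adjusted p = 0.00876, 0.00102, 0.0966 and 0.594). The difference between the classes was -0.44 and did not pass (adjusted p = 0.155). It passed without H441 δ193 replicate 2 (-0.56, adjusted p = 0.018) and was -0.29 without H441 δ193 replicate 3. The methods' own test called ITGB3 lower in H2009 and A549 and not in H441 or H460. For both genes every δ193 array lay below every δscr array in each line; counted in both directions, 3 arrays against 3 are separated by chance in 10% of genes.

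**Figure D3:**
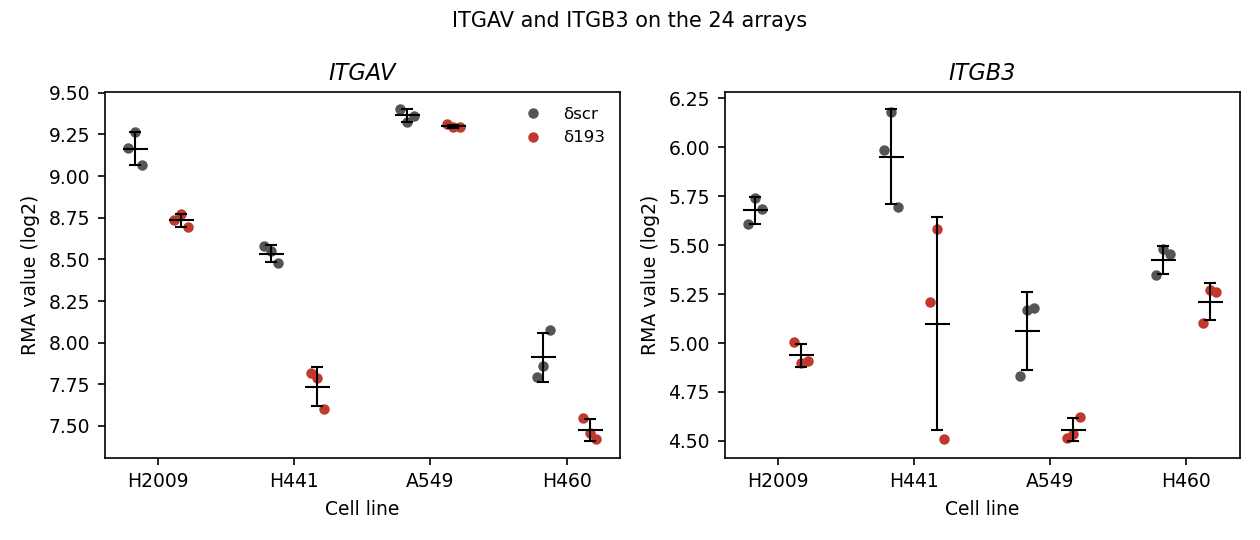
ITGAV and ITGB3 on the 24 arrays. Each point is the log2 RMA value of one array of the cell line on the horizontal axis, grey for δscr and red for δ193, with the mean and SD of each group of 3; the vertical axes do not start at 0. ITGAV falls by 0.80 in H441 and by 0.07 in A549, and the 3 H441 δ193 arrays spread most for ITGB3, with an SD of 0.54.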

The products of two differentially regulated integrins, *ITGAV* and *ITGB3,* form the α_V_β_3_ heterodimer, an integrin pair previously shown to regulate tumor cell survival and tumor metastasis in a ligand-independent fashion [17]. We confirmed the differential expression of *ITGAV* and *ITGB3* mRNA using a panel of four K-ras dependent NSCLC cell lines (H2009, SW900, H358 and H441) and two K-ras independent cell lines (A549 and H460). Up to three unique shRNAs were used to deplete PKCδ, including δ193 and δ203 that target the coding region, and δ625 that targets the 3′ UTR of the PKCδ mRNA (Figure 2C). Analysis of *ITGAV* mRNA showed a significant decrease in K-ras dependent NSCLC cells with PKCδ depletion, while no consistent change was observed in A549 or H460 K-ras independent NSCLC cells depleted of PKCδ (Figure 2A). Analysis of *ITGB3* mRNA expression revealed a similar pattern (Figure 2B). To determine if changes in mRNA expression correlate with changes in integrin α_V_β_3_ expression at the cell surface, we used an antibody that specifically recognizes the integrin α_V_β_3_ dimer. Consistent with mRNA expression, depletion of PKCδ led to a decrease in cell surface integrin α_V_β_3_ in K-ras dependent H2009, H358 and SW900 cells, relative to cells expressing δscr shRNA (Figure 2D, 2E and 2F). Stable depletion of PKCδ in the K-ras independent cell line A549 also resulted in a slight but consistent decrease in cell surface expression of integrin α_V_β_3_ (Figure 2G) even though no change in mRNA expression was observed (Figure 2A and 2B), suggesting that PKCδ may also contribute to mobilization of integrin α_V_β_3_ to the cell surface.

**Figure 2:**
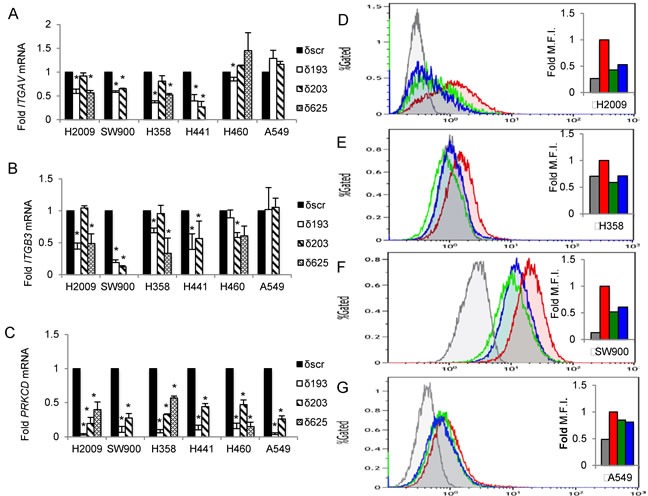
PKCδ regulates *ITGAV* and *ITGB3* mRNA expression in K-ras dependent NSCLC cell lines PKCδ was depleted in K-ras dependent cells (H2009, SW900, H358, H441) or K-ras independent cells (H460, A549) using unique shRNAs (δ193, δ203, δ625) or a scrambled control shRNA (δscr) as described in Materials and Methods. **A.**-**C.** qRT-PCR values of *ITGAV* (A), *ITGB3* (B) and *PRKCD* (C) mRNA expressed as fold of δscr control; black bars = δscr, white bars = δ193, diagonal lined bars = δ203, and hashed bars = δ625 shRNA. Error bars are standard error of the mean of three or more experiments, *p < 0.05, Student's *t*-test. **D.**-**G.** NSCLC cells expressing shRNA to PKCδ (δ193, δ203) or δscr were analyzed for integrin α_V_β_3_ expression at the cell surface by flow cytometry with an antibody that recognizes the integrin α_V_β_3_ heterodimer (LM609). K-ras dependent NSCLC cells H2009 (D), H358 (E), and SW900 (F), and K-ras independent cells A549 (G). Inset shows histogram of median fluorescent intensity, red = δscr, green = δ193, blue = δ203, grey = anti-mouse IgG. This experiment was repeated three times; a representative experiment is shown.

To confirm that PKCδ regulates *ITGAV* and *ITGB3* gene expression, we rescued PKCδ expression in H2009 δ625 cells by adenoviral transduction of GFP-tagged PKCδ (Ad-GFP-PKCδ) or Ad-GFP (Figure 3A). Re-expression of PKCδ was verified by qRT-PCR (Figure 3A, left). Rescue of PKCδ resulted in increased expression of both *ITGAV* and *ITGB3* mRNA (Figure 3A, middle and right). To determine if expression of *ITGAV* and *ITGB3* are coordinately regulated, we restored integrin α_V_ expression by transient transfection of pLenti-*ITGAV* and assayed *ITGB3* mRNA. Surprisingly, expression of *ITGAV* cDNA restored expression of both *ITGAV* and *ITGB3* mRNA expression (Figure 3B, middle and right). This suggests that reduced expression of *ITGB3* in PKCδ depleted cells may be a consequence of reduced expression of *ITGAV* mRNA. However, re-expression of integrin α_V_ also increased *PRKCD* mRNA (Figure 3B, left) and protein expression (Figure 6E), which could contribute to the increase in *ITGB3* mRNA expression observed. In contrast, expression of *ITGB3* cDNA (Figure 3C, right) had no effect on *ITGAV* or *PRKCD* mRNA levels (Figure 3C, left and middle).

**Figure 3:**
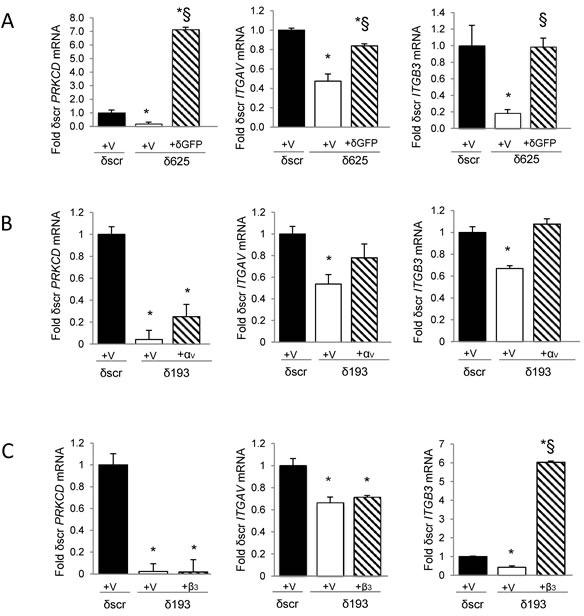
Rescue of PKCδ increases expression of *ITGAV* and *ITGB3* mRNA **A.** H2009 δscr or δ625 cells were transduced with Ad-GFP (V) or Ad-GFP-PKCδ (δGFP). **B.** H2009 δscr or δ193 cells were transiently transfected with pLenti-siLuc (V) or pLenti-*ITGAV* (α_V_). **C.** H2009 δscr or δ193 cells were transiently transfected with pBABE (V) or pBABE-*ITGB3* (β_3_). *PRKCD* (left), *ITGAV* (middle), or *ITGB3* (right) mRNA was assayed as described in Materials and Methods and is expressed as fold of δscr control. For panels A, B and C, black bars = δscr + indicated vector, white bars = δ625 (A) or δ193 (B, C) + indicated vector, and diagonal lined bars = δ625 + δGFP (A), δ193 + α_V_ (B), or δ193 + β_3_ (C). Values shown are an average of three experiments; error bars are standard error of the mean; *p < 0.05 compared to δscr; § *p* < 0.05 compared to δ193 or δ625 (Student's *t*-test).

### PKCδ regulates transformed growth of K-ras independent NSCLC cells

Integrin α_V_β_3_ expression is associated with metastasis in human tumors, presumably through its ability to transmit survival signals in anchorage-independent environments [18]. To determine if decreased expression of integrin α_V_β_3_ upon depletion of PKCδ correlates with reduced transformed growth, we assayed the colony forming ability of NSCLC cells that were detached and re-plated immediately into a clonogenic survival assay (“adherent culture”, Figure 4A), and of cells that were cultured for 24 hours on poly-HEMA coated plates to prevent adhesion, and then re-plated into a clonogenic survival assay (“suspension culture”, Figure 4C). Clonogenic growth under both conditions was significantly reduced with PKCδ depletion in three K-ras dependent NSCLC cell lines (H2009, SW900, and H358), while two K-ras independent cell lines (H460 and A549) showed no decrease with PKCδ depletion. The differences in clonal survival observed between these subpopulations of NSCLC cells were not the result of decreased cell viability (Figure 4B and 4D). Similarly, no significant difference in apoptosis was detected between δscr and δ193 cells under either culture condition (Figure 4E and 4F). Thus, it is likely that the reduced transformed growth observed in K-ras dependent cells with depletion of PKCδ reflects a diminished ability to establish colonies under clonogenic culture conditions.

**Figure 4:**
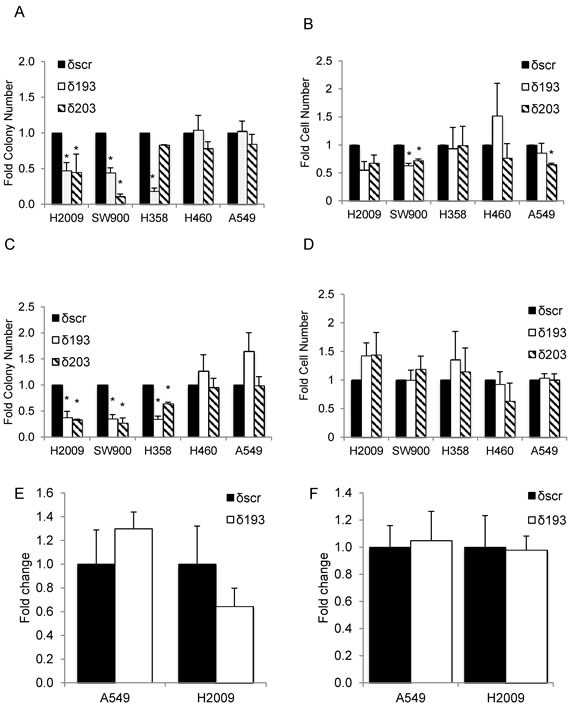
PKCδ regulates survival in K-ras dependent cell lines K-ras dependent (H2009, SW900, H358) or K-ras independent (H460, A549) δscr, δ193 or δ203 cells were cultured on plastic (adherent culture, panels **A.**, **B.** and **E.**) or poly-HEMA coated plates (suspension culture, panels **C.**, **D.** and **F.**). Panels A and C show clonogenic survival; panels B and D show number of viable cells after 24 hours of culture as assayed by Trypan Blue exclusion. Black bars = δscr, white bars = δ193, diagonal lined bars = δ203 shRNA expressing cells. For panels E and F, apoptotic cells in adherent (E) or suspension (F) cultures were assayed using a Yo-Pro assay as described in Materials and Methods. Data is shown as fold of δscr control; black bars = δscr, white bars = δ193. Values shown are an average of three experiments, error bars are standard error of the mean, *p < 0.05 as compared to δscr.

As both PKCδ and integrin α_V_β_3_ can function as upstream activators of ERK [11], a pathway essential for survival when cells lose their attachment to the ECM [23], we explored the contribution of ERK activation to the transformed growth of K-ras mutant NSCLC cells. As shown in Figure 5A, following suspension culture for 24 hours, ERK activation was lower in H2009 and H358 cells depleted of PKCδ (δ193 and δ203) compared to δscr cells, while neither A549 δ193 and δ203 or H460 δ193 cells showed reduced ERK activation. In some experiments a slight decrease in ERK activation was seen in H460 δ203 cells, however this reduction was much less than that seen in either H2009 or H358 δ193 or δ203 cells. The value under the blot indicates the ratio of pERK/ERK for each cell line (Figure 5A). Activation of ERK in adherent H2009 δ193 cells, and following suspension for 4 hour, was also reduced compared to H2009 δscr cells (Figure 5B). To address the contribution of ERK activity to clonogenic survival of K-ras mutant NSCLC cells, we pre-treated A549 or H2009 cells with the MEK inhibitor, PD98059, either during plating and clonogenic growth (Figure 5C and 5D, “P”), during suspension prior to plating (Figure 5C and 5D, “S”), or during both phases (Figure 5C and 5D, “P+S”). H2009 cells showed a dramatic decrease in clonogenic survival with ERK inhibition regardless of when PD98059 was included (Figure 5C). For A549 cells inclusion of PD98059 also inhibited colony formation, albeit to a lesser extent, and only when included during suspension (Figure 5D). Treatment of H2009 δscr and δ193 cells with PD98059 during suspension and plating also inhibited clonogenic growth (Figure 5E), however PD98059 had no significant effect on the clonogenic growth of A549 δscr or δ193 cells (Figure 5F).

**Figure 5:**
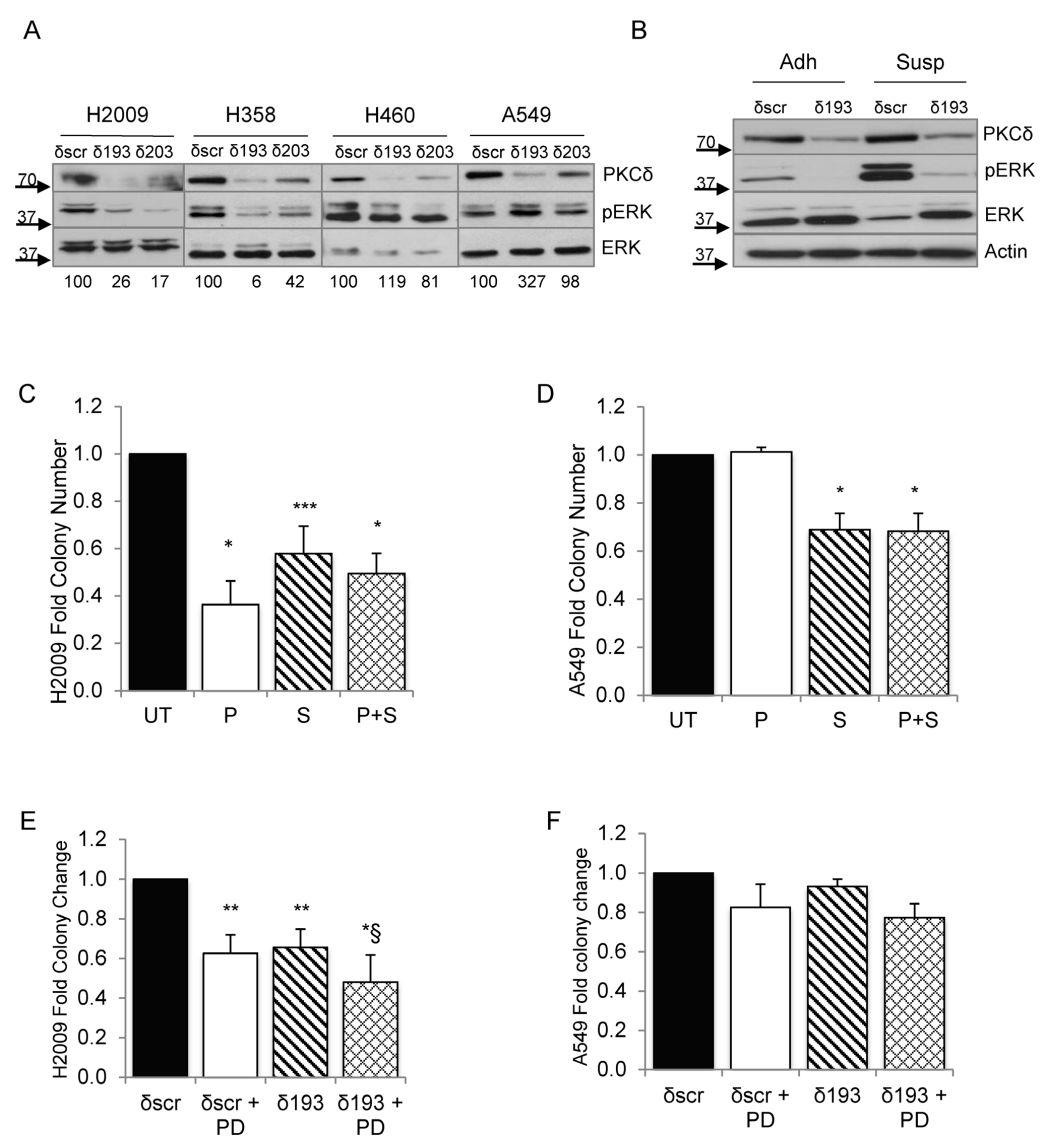
ERK activation is regulated PKCδ and integrin α_V_ **A.** A549, H460, H2009, and H358 δscr, δ193 or δ203 cells were cultured on poly-HEMA coated plates for 24 hrs. Cells were harvested and probed for expression of the indicated proteins by immunoblot; values under blots show fold pERK/ERK for each cell line as determined by densitometry. **B.** H2009 δscr and δ193 cells were cultured under adherent conditions (Adh) or on poly-HEMA coated plates (Susp) for 4 hrs prior to harvest. Cells were harvested and probed for expression of the indicated proteins by immunoblot. For panels **C.** and **D.**, H2009 or A549 cells were maintained in suspension for 24 hours prior to plating for a clonogenic assay. Cells were left untreated (“UT”, black bars) or treated with 60 uM PD90859 as follows: during plating only (“P”, white bars), during suspension culture only (“S”, diagonal lined bars), or during plating and suspension culture (“P+S”, hashed bars). For panels **E.** and **F.**, H2009 δscr or δ193 cells (E), or A549 δscr or δ193 cells (F) were maintained in suspension culture with or without the addition of 60 uM PD98059 for 24 hours prior to plating for a clonogenic assay. For both panels, black bars = δscr, white bars = δscr + PD98059, diagonal lined bars = δ193, and hashed lines = δ193 + PD98059. Values shown are an average of three experiments; error bars are standard error of the mean. *p < 0.05 compared to δSCR, **p < 0.08 compared to δSCR, ***p < 0.10, § *p* < 0.1 compared to δ193, Student's *t*-test.

### PKCδ regulates the transformed growth of K-ras dependent NSCLC cells through an integrin α_V_β_3_ and ERK dependent pathway

To determine if reduced ERK signaling contributes to the suppression of transformed growth observed with PKCδ depletion, we asked if reconstitution of PKCδ could restore ERK activation in H2009 PKCδ depleted cells. As expected, ERK activation was decreased in H2009 δ625 cells (Figure 6A, left, lane 2) compared to δscr cells (Figure 6A, left, lane 1), however this was completely rescued in cells transduced with Ad-GFP-PKCδ (Figure 6A left, lane 2 versus lane 3). Similarly, expression of integrin α_V_ also restored ERK activation in H2009 PKCδ depleted cells (Figure 6A, right, lane 2 versus lane 3). Reconstitution of either PKCδ or integrin α_V_ expression likewise completely restored transformed growth (Figure 6B). To ask if integrin α_V_β_3_ is required for PKCδ regulation of transformed growth, H2009 δ625 cells were transduced with Ad-GFP-PKCδ or Ad-GFP and transformed growth was assayed in the presence of an integrin α_V_β_3_ blocking antibody. Inclusion of the integrin α_V_β_3_ blocking antibody completely blocked the increase in transformed growth seen with re-expression of PKCδ, indicating an absolute requirement for α_V_β_3_ signaling downstream of PKCδ (Figure 6C). As our data shows that both PKCδ and integrin α_V_β_3_ regulate ERK activation and transformed growth of K-ras dependent NSCLC cells (Figure 6A and 6B), and that integrin α_V_β_3_ is a downstream effector of PKCδ in this pathway, we next asked if integrin α_V_β_3_ regulation of ERK activation is required for transformed growth. H2009 δ625 cells were transfected with pLenti-*ITGAV* or a pLenti-siLuc control vector and PD98059 was included during the clonogenic survival assay. As shown in Figure 6D, expression of *ITGAV* increased transformed growth of H2009 δ625 cells, and this could be nearly completely blocked by PD98059, indicating a requirement for ERK downstream of both PKCδ and integrin α_V_β_3_ for survival under anchorage independent conditions. Taken together, our data defines a novel mechanism through which PKCδ regulation of α_V_β_3_ expression and ERK activation controls transformed growth of NSCLC cells in the context of K-ras dependency. Of note, our studies also show that *ITGAV* can regulate PKCδ mRNA and protein expression (Figure 3B and 6E), thus transformed growth in this context may be sustained in part through a positive feedback mechanism that assures activation of ERK dependent survival pathways.

**Figure 6:**
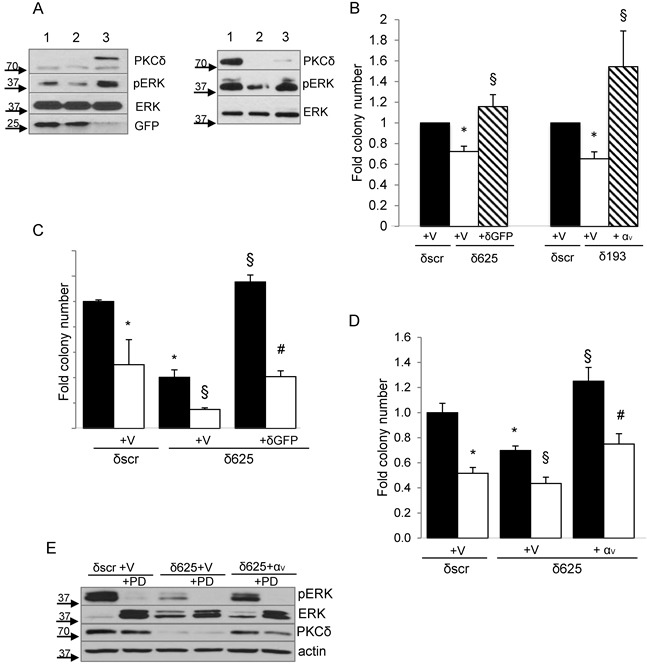
PKCδ regulation of transformed growth requires integrin α_V_β_3_ **A.**, Left panel, H2009 δscr cells were transduced with Ad-GFP (lane 1), or H2009 δ625 cells were transduced with Ad-GFP (lane 2) or Ad-GFP-PKCδ (lane 3). Right panel, H2009-δscr cells were transiently transfected with pLenti-siLuc (lane 1) or H2009 δ193 cells were transiently transfected with pLenti-siLuc (lane 2) or pLenti-ITGAV (lane 3). Cells were harvested and probed for expression of the indicated proteins by immunoblot. Arrows indicate the position of endogenous and GFP- PKCδ. **B.** For PKCδ reconstitution, H2009 δscr (black bars) and δ625 cells (white bars) were transduced with Ad-GFP (V), or δ625 cells were transduced with Ad-GFP-PKCδ (δGFP) (diagonal lined bars) prior to plating in the clonogenic assay. For integrin α_V_ rescue, H2009 δscr (black bars) and δ193 cells (white bars) were transiently transfected with pLenti-siLuc (V), or H2009 δ193 were transiently transfected pLenti-*ITGAV* (αv) (diagonal lined bars) prior to plating in the clonogenic assay. Values shown are an average of six experiments. Error bars represent the standard error of the mean. **C.** H2009 δscr or δ625 cells (black bars) were transduced with Ad-GFP (V) or Ad-GFP-PKCδ (δGFP) and put in suspension culture for 24 hours with the inclusion of 20 ug/ml of an integrin α_V_β_3_ function blocking antibody (LM609) (white bars) or 20ug/ml anti-mouse IgG (black bars) prior to plating in a clonogenic assay. This experiment was repeated four times; a representative experiment is shown. Error bars represent the standard error of the mean. **D.** H2009 δscr or δ625 cells (black bars) were transfected with pLenti-siLuc (V) or pLenti-*ITGAV* (αv) as indicated, and then put in suspension culture for 24 hours without (black bars) or with (white bars) the inclusion of 60uM PD98059 prior to plating in a clonogenic assay. Sixty uM PD98059 was also included in the plating media. This experiment was repeated three times; a representative experiment is shown. Error bars represent the standard error of the mean. For graphs B, C, D: *p < 0.05 compared to δscr, § *p* < 0.05 compared to δ193 or δ625, # *p* < 0.05 compared to δ625-δGFP/αv. **E**. A representative immunoblot of cells transfected in (D) and probed for expression of the indicated proteins.

## DISCUSSION

Oncogenic mutations in *KRAS* are found in about 25% of lung adenocarcinomas, however many tumors with mutations in *KRAS* are no longer “dependent” on K-ras for survival, thus targeting these tumors will depend on understanding the molecular underpinnings of K-ras dependence [3, 4]. Our previous studies have defined PKCδ as a key mediator of K-ras dependent tumorigenesis in NSCLC [11]. In an effort to understand how PKCδ functions in the context of oncogenic *KRAS,* we analyzed PKCδ regulated gene expression in K-ras dependent and independent NSCLC cell lines. Our studies identify the integrin heterodimer, α_V_β_3_, as a critical target of PKCδ in the context of K-ras dependency, and define a novel PKCδ -> integrin α_V_β_3_-> ERK pathway that regulates the transformed growth of human K-ras dependent NSCLC cells.

Expression profiling of genes regulated by PKCδ reveals changes in the expression of over 3000 genes in *KRAS* mutated NSCLC cells, confirming earlier studies by Caino, *et al*. that defined PKCδ as a major transcriptional regulator of genes induced by phorbol ester [24]. 

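Most called genes changed by less than 2 fold. The median fold of called genes was 1.43 in H2009, 1.4 in H441, 1.45 in A549 and 1.43 in H460. In the same order, 51, 159, 81 and 105 genes changed by more than 2 fold. Some of the strongest changes were shared by lines of different classes. OTULINL, a membrane protein related to the deubiquitinase OTULIN, fell by 3.11 in H441 and 2.96 in H460 (standard error 0.16; adjusted p = 1.55e-11 and 3.17e-11 from limma). SPINK6, an inhibitor of skin proteases, fell by 3.75 in H441, 2.35 in H460 and 0.93 in H2009. ABI3BP, a matrix protein that restrains migration, rose by 1.84 in H2009 and 2.04 in H460. PI3, the elastase inhibitor elafin, fell by 2.60 in H441, 0.68 in H2009 and 0.62 in H460. Others were confined to 1 line at these thresholds, such as CCDC80, a matrix protein (-1.54 in A549), ITIH2, a hyaluronan-binding protein (2.13 in A549), and SPRR1B, a cornified envelope precursor (1.72 in H2009).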

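Decreased and increased genes were nearly equal in number in the 4 lines together. LHFPL6, a tetraspan membrane protein, fell by 1.42 in H2009 and 0.63 in A549, and NDST4, an enzyme that modifies heparan sulfate, fell by 2.63 in H460 and 1.07 in H441 but rose by 1.04 in H2009. LOC151760, a locus of unknown function, rose by 2.89 in H2009, and the transcription factor DDIT3, which drives apoptosis after endoplasmic reticulum stress, rose by 2.24 in H441. SERPINA3, a protease inhibitor of the acute phase, and the chemokine CCL20 fell by 1.51 and 1.60 in A549.
Of the genes called in at least 1 line, 1968 (47.6%) were lower only, 1931 (46.7%) higher only and 238 lower in some lines and higher in others (exact binomial test of lower against higher, two-sided, across genes, p = 0.56). Lower genes made up 45.8% of the calls in H2009, 50.5% in H441, 55.8% in A549 and 63.1% in H460. By the methods' own test the counts were 2040 lower only, 1985 higher only and 328 both. With the array medians set equal the share of lower genes was 53.3%, 43.6%, 60.4% and 79% in the same order. It was 46.5%, 52.3%, 59.6% and 61.9% with quantile normalization within lines, and 48.1%, 53.7%, 59.2% and 63.3% with loess.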

Similar to Caino *et al*., we found that the majority of these genes were down regulated with depletion of PKCδ, supporting a role for PKCδ in positively regulating their transcription. KEGG pathway analysis suggests that PKCδ can influence a wide variety of cellular pathways and processes, a concept supported by functional data from many labs [25, 26] (Table 1). Two main themes are evident from our analysis. First, PKCδ likely contributes to the regulation of metabolic processes that control nutrient availability and oxidative stress, as depletion of PKCδ increases the expression of genes that drive amino acid, nitrogen and glutathione metabolism. 

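NRF2 target genes, which make and use NADPH and glutathione against oxidative stress, rose in H2009 and fell in H460. AKR1B10, an aldose reductase, rose by 1.63 in H2009 (standard error 0.14, adjusted p = 9.1e-08 from limma) and fell by 1.22 in H441 and 1.13 in H460. AKR1C3, a ketosteroid reductase, rose by 0.60 in H2009 and fell by 0.47 in H460, and the drug exporter ABCC3 fell by 1.12 in H441 and 1.00 in H460. In A549, EPHX1, an epoxide hydrolase, rose by 0.73 and HMOX1, which degrades heme, fell by 0.80. Of 24 NRF2 targets, 8 were higher and 0 lower in H2009 (camera, adjusted p = 3.2e-15), 2 and 4 in H441, 2 and 1 in A549 (up, adjusted p = 1.9e-06) and 2 and 5 in H460 (down, adjusted p = 6.1e-07), with adjusted p = 0.0012 in H2009, 0.028 in A549 and 0.021 in H460 with an estimated correlation. The numbers were 8 and 0, 2 and 4, 2 and 1, and 2 and 5 when adjusted over the list alone, and in H2009 none was lower by limma without adjustment or by the methods' own test.
ASNS, which makes asparagine, rose by 1.11 in H441, where GOT1, the cytosolic aspartate aminotransferase, rose by 0.65, and CPS1, the first enzyme of the urea cycle, fell by 0.83 there and by 0.59 in H460. CTH, which makes cysteine, rose by 1.19 in H441. GLUL, glutamine synthetase, rose by 0.56 in H2009, and the carbonic anhydrases CA2 and CA8, listed under nitrogen metabolism, rose by 1.39 in A549 and 0.90 in H460. Of alanine, aspartate and glutamate metabolism, 1 gene was higher in H2009, 6 were higher and 4 lower in H441 and 1 was lower in H460 (6 and 4 in H441, 1 lower in H460 and none elsewhere when adjusted over the list alone). In A549 limma called none (1 higher and 1 lower without adjustment, and 1 higher by the methods' own test). Of nitrogen metabolism, 1 was higher in H2009, 4 higher and 2 lower in H441, 1 higher in A549, and 1 higher and 1 lower in H460 (1 higher, 4 and 2, 2 and 1, and 2 and 2 when adjusted over the list alone). By camera neither set passed in any line over all genes tested. Among genes with a mean above the median both passed in H2009, upward (adjusted p = 0.017 and 0.045), and nitrogen metabolism passed there by fry too (adjusted p = 0.04).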

Genes in the pentose phosphate pathway, important for production of NADPH, are also regulated by PKCδ, consistent with known roles for PKCδ in regulation of ROS and NADPH [27, 28]. 

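Pentose phosphate genes changed in small numbers, and in different steps of the pathway. TKT, the transketolase of its non-oxidative branch, rose by 0.49 in H2009 (standard error 0.07, adjusted p = 4.1e-05 from limma), and RPIA, ribose 5-phosphate isomerase, rose by 0.48 in H2009 and 0.64 in H441 (standard error 0.11; adjusted p = 0.0088 and 0.00022). FBP1, a gluconeogenic phosphatase, fell by 0.67 in H2009. In H441, the phosphofructokinases PFKP and PFKM rose by 0.48 and 0.34 and the phosphoglucomutase PGM1 fell by 0.40. In A549, PRPS2 and PRPS1, which make the ribose donor of nucleotides, fell by 0.62 and 0.34. PGD, the dehydrogenase that yields NADPH and ribulose 5-phosphate, rose by 0.31 in H2009 (adjusted p = 0.0065), below the fold of 1.25.
Of 26 genes, 1 was lower and 2 higher in H2009, 1 and 3 in H441, 2 and 1 in A549, and 0 and 0 in H460 (1 and 2, 1 and 3, 3 and 1, and 0 and 0 when adjusted over the list alone). In H460 none was called by limma without adjustment or by the methods' own test. The set did not pass by camera in any line, and by fry in H2009 and H441 (up, adjusted p = 0.0033 and 0.027).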

Second, PKCδ is important for supporting survival signaling, including “outside-in” signaling. This is consistent with the pro-survival properties attributed to PKCδ in tumor models, including known roles for PKCδ in invasion and migration [11, 29-31], and our own data that shows increased PKCδ expression correlates with a worse prognosis in breast cancer patients [6, 12]. Notably, several genes in the *ECM-receptor interaction* and *Focal adhesion* KEGG pathways identified in our studies were also identified as PKCδ regulated genes by Caino *et al.* including *TNC, ZYX, MET* and *TNXB* [24].

We show that pro-survival integrin α_V_β_3_ is a target of PKCδ in K-ras dependent NSCLC cells, and that re-expression of PKCδ restores expression of *ITGAV* and *ITGB3* mRNA (Figure 3). Our studies suggest that expression of the integrin α_V_β_3_ heterodimer is coordinated at the level of transcription or mRNA processing/stability. While others have shown that increased expression of one integrin subunit can stimulate cell surface expression of its binding partner, transcriptional regulation by partner integrins has not previously been reported [32, 33]. Previous reports do however suggest coordinated transcriptional regulation of *ITGAV and ITGB3 genes*, including a recent study that demonstrates inhibition of *ITGAV* and *ITGB3* transcription by Myc in a breast cancer model [33]. Likewise, thyroid hormone has been shown to regulate transcription of *ITGAV and ITGB3* through an ERK dependent process [34]. In our studies re-expression of integrin α_V_ also increases *PRKCD* mRNA and protein expression, thus we cannot rule out a role for PKCδ in regulation of *ITGB3* mRNA expression.

Our findings identify PKCδ as a potential regulator of tumor progression and metastasis through modulation of integrin α_V_β_3_regulated survival pathways. Notably, PKC isoforms, including PKCδ, have been previously shown to regulate integrin adhesion [29], signaling [35-37], and α_V_β_3-_integrin mediated invasion [38]. PKCδ has also been linked to survival signaling through regulation of growth factor receptor and receptor tyrosine kinase activation of MAPK family of signaling cascades [7, 11, 12, 39-43]. Activation of ERK is required for survival of cells in suspension [23], and alterations in ERK activation may contribute to anoikis resistance, a hallmark of metastatic tumor cells [44]. We provide evidence of ERK regulation by PKCδ in K-ras dependent, but not K-ras independent NSCLC cells, which could account for the specific effect of PKCδ depletion on clonogenic survival (Figure 5A). As depletion of PKCδ does not reduce survival in suspension culture or induce apoptosis, ERK activation downstream of PKCδ during suspension may be required to prime cells for survival under clonogenic conditions. PKCδ regulates ERK activation through integrin α_V_β_3_, as re-expression of either PKCδ or integrin α_V_ restores transformed growth and activates ERK (Figure 6A and 6B). Furthermore, we show that restoration of transformed growth in H2009 δ625 cells reconstituted with PKCδ requires integrin α_V_β_3_ (Figure 6C). Our studies however do not exclude a role for PKCδ in regulation of ERK activation upstream of integrin α_V_β_3,_ or through integrin α_V_β_3_ independent mechanisms. In this regard, recent studies by Kurihara *et al*. demonstrate a PKC-ERK-α_V_β_3_ pathway that regulates Tumor Necrosis Factor-α production in monocytes [45].

Patients harboring tumors with oncogenic *KRAS* mutations are generally refractive to available therapies, resulting in poor clinical outcomes. Our studies support exploration of PKCδ as a drug target in KRAS mutant lung cancer. We show that PKCδ regulation of integrin α_V_β_3_ survival signaling is specific for K-ras dependent NSCLC cells. As K-ras dependent and independent phenotypes have been demonstrated in other human cancers with oncogenic K-ras, including pancreatic adenocarcinoma and colon cancer [4], the pathways defined here may contribute to tumor progression in many types of human cancer. Based on previous studies by the Cheresh lab, which correlate increased integrin α_V_β_3_ expression with tumor progression, the PKCδ -> integrin α_V_β_3_-> ERK pathway we describe may have consequences for the metastatic potential of cancer cells [18]. PKCδ has been implicated as a pro-metastatic factor in breast cancer models [46] and in many tumor phenotypes associated with metastasis [47] such as migration and invasion [11]. Our studies suggest that inhibition of PKCδ in K-ras dependent NSCLC may decrease the expression of integrin α_V_β_3_, a known regulator of cell survival *in vitro*, and a factor associated with metastasis *in vivo* and in patients. Identifying patients most likely to benefit from targeting the PKCδ survival pathway will depend on genetic and/or functional markers of PKCδ dependency. The co-segregation of PKCδ and K-ras dependency will help to focus this effort, while providing new therapeutic options for patients with K-ras dependent cancers.

## MATERIALS AND METHODS

### NSCLC cell lines and PKCδ depletion

NSCLC cell lines were acquired through the University of Colorado Denver Lung Cancer SPORE cell bank. Cell line profiling for authentication was done at the DNA sequencing Core at University of Colorado Anschutz Medical Campus using the ABI profiler plus and ABI Identifiler profiling kits. NCI-H2009 (H2009), NCI-H358 (H358), SW-900 (SW900), NCI-H441 (H441), NCI-H460 (H460) and A549 cells were cultured in RPMI-1640 with 2 mM L-glutamine and supplemented with 10% fetal bovine serum. Stable depletion of PKCδ was done as previously described using lentiviral constructs containing shRNA to human PKCδ [(pLKO-TRC00010193 (δ193) or pLKO-TRC00010203 (δ203) from Open Biosystems, or TRCN0000196625 (δ625) from SigmaAldrich] or a scrambled shRNA control (pLKO-scrambled (δscr) from Open Biosystems) [11]. Stable cell lines were continuously maintained in 2 μg/mL puromycin. For PKCδ rescue, H2009 δ625 or δscr cells were transduced with an adenovirus that expresses GFP-tagged murine PKCδ (Ad-GFP-PKCδ) or GFP adenovirus (Ad-GFP) at multiplicity of infection (MOI) of 25 or 50. For integrin α_V_ rescue, H2009 δ193 or δscr cells were transfected with pLenti-*ITGAV* or pLenti-siLUC (1.5 ng DNA/5 × 10^4^ cells). For integrin β3 rescue H2009 δ193 or δscr cells were transfected with pBabe-*ITGB3* or control pBABE using Fugene (Promega #E2311) as transfection reagent. In some experiments an integrin α_V_β_3_ function blocking antibody (LM609) (Millipore #MAB1976) or anti-mouse IgG (Millipore #CBL610) was included at 20 ug/ml.

### DNA microarray and data analysis

mRNA from three biological replicates of NSCLC cells stably transduced with δscr or δ193 shRNA were profiled on Affymetrix Human Gene 1.0 ST gene arrays by the Microarray Core, University of Colorado Denver Anschutz Medical Campus. Raw data were normalized using Affymetrix Power Tools (APT) using Robust Multiarray Average method. Genes whose expression were statistically significantly different in the three δ193 replicates, (Student's *t*-test, *p* < 0.05), and which showed a 1.25 fold change or greater over the δscr replicates, were selected for further analysis. Candidate genes were analyzed for enriched pathways using National Institutes of Health Database for Annotation, Visualization, and Integrated Discovery (NIH DAVID) program [48, 49] and the KEGG analysis program [21, 22]. Raw microarray data has been deposited to NCBI Gene Expression Omnibus with the accession number GSE72788.

### Quantitative real time polymerase chain reaction (qRT-PCR)

Analysis was completed as previously described [50]. In brief, total RNA was purified from cells using RNeasy mini kits (Qiagen) and were reverse transcribed using random hexamers and Moloney murine leukemia virus reverse transcriptase (Thermo #EP0741). The reverse transcription reactions were analyzed by PCR using Absolute Blue qPCR SYBR Green Mix (Thermo #AB-4166) in an iCycler (BioRad) thermal cycler. qRT-PCR analysis of mRNA was carried out with forward and reverse primers as indicated (Supplementary data, Table S3). Expression was normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA expression as measured by qRT-PCR in replicate samples. Data are presented as “relative expression,” or “fold δscr mRNA.”

### Clonogenic survival assay and suspension culture

Tissue culture plates were coated with 1% poly (2-hydroxyethyl methacrylate) (polyHEMA; Sigma P3932) solution in 95% ethanol, and allowed to completely dry at room temperature. Cells (1 × 10^5^ cells/mL) were cultured for 24 hours on 1% polyHEMA plates to prevent adhesion, collected, washed with PBS and 2 mM EDTA and replated into 6-well plates (100 - 1000 cells/well). For some experiments ERK signaling was inhibited by pre-treating NSCLC cell lines with 60 μM PD98059 for 45 minutes prior to plating. In some cases cells were maintained in PD98059 for the duration of the clonogenic assay. Colonies were stained with crystal violet (0.5% crystal violet, 6% glutaraldehyde), and quantified using ImageJ [20, 51].

### Flow cytometry

Cells were cultured under normal adherent conditions for 48 hours prior to analysis, then lifted with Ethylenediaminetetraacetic acid (EDTA) and washed three times in phosphate-buffered saline (PBS). Non-specific binding was blocked with goat serum, and cells were incubated with primary antibody to integrin α_V_β_3_ (LM609) (Millipore #MAB1976) or anti-mouse IgG, negative control (Millipore #CBL610). Cells were washed in PBS with 0.5% bovine serum albumin and 0.1% sodium azide and incubated with phycoerythrin-conjugated secondary antibody (BD#550589). Median fluorescence was measured by the University of Colorado Anschutz Medical Campus Flow Cytometry Core on Gallios flow cytometry machine and analyzed on Kaluza (Beckman Coulter). To assay apoptosis, A549 or H2009 δscr or δ193 cells were plated at a concentration of 1 × 10^5 cells/ml on either 1% polyhema coated plates (suspended) cells or on regular tissue culture plates (attached) for 24 hours. Cells were harvested and stained for flow cytometry using TrypLE express dissociation reagent containing a mixture of 0.1 μM Yo-Pro and 8.1 μM Hoechst 33342 stain (Chromatin Condensation/Membrane Permeability/Dead Cell Apoptosis Kit with Hoechst 33342/YO-PRO®-1 and PI for Flow Cytometry, Invitrogen, Catalog #V23201). Cells were then washed with PBS and analyzed by flow cytometry as described above.

### Immunoblot analysis

Immunoblotting was performed as previously described [7]. Antibodies to phosphorylated ERK1/2 (#9101) and ERK1/2 (#4695) were purchased from Cell Signaling Technologies. The anti-PKCδ antibody was purchased from Santa Cruz (sc-937); anti-actin-HRP and anti-GFP were purchased from Abcam (ab49900 and ab290, respectively).

## SUPPLEMENTARY MATERIAL TABLES

## References

[1] Siegel RL, Miller KD, Jemal A (2015). Cancer statistics, 2015. CA.

[2] Kenfield SA, Wei EK, Stampfer MJ, Rosner BA, Colditz GA (2008). Comparison of aspects of smoking among the four histological types of lung cancer. Tobacco Control.

[3] Beau-Faller M, Legrain M, Voegeli A-C, Guérin E, Lavaux T, Ruppert A-M (2009). Detection of K-Ras mutations in tumour samples of patients with non-small cell lung cancer using PNA-mediated PCR clamping. Br J Cancer.

[4] Singh A, Greninger P, Rhodes D, Koopman L, Violette S, Bardeesy N (2009). A gene expression signature associated with ‘K-Ras addiction’ reveals regulators of EMT and tumor cell survival. Cancer Cell.

[5] Newton AC (2009). Lipid activation of protein kinases. The Journal of Lipid Research.

[6] Garg R, Benedetti LG, Abera MB, Wang H, Abba MC, Kazanietz MG (2014). Protein kinase C and cancer: what we know and what we do not. Oncogene.

[7] Humphries MJ, Limesand KH, Schneider JC, Nakayama KI, Anderson SM, Reyland ME (2006). Suppression of apoptosis in the protein kinase Cdelta null mouse in vivo. Journal of Biological Chemistry.

[8] Allen-Petersen BL, Miller MR, Neville MC, Anderson SM, Nakayama KI, Reyland ME (2010). Loss of protein kinase C delta alters mammary gland development and apoptosis. Cell Death Dis.

[9] Humphries MJ, Ohm AM, Schaack J, Adwan TS, Reyland ME (2007). Tyrosine phosphorylation regulates nuclear translocation of PKCδ. Oncogene.

[10] Leitges M, Mayr M, Braun U, Mayr U, Li C, Pfister G (2001). Exacerbated vein graft arteriosclerosis in protein kinase Cdelta-null mice. J Clin Invest.

[11] Symonds JM, Ohm AM, Carter CJ, Heasley LE, Boyle TA, Franklin WA (2011). Protein kinase C δ is a downstream effector of oncogenic K-ras in lung tumors. Cancer Research.

[12] Allen-Petersen BL, Carter CJ, Ohm AM, Reyland ME (2014). Protein kinase Cδ is required for ErbB2-driven mammary gland tumorigenesis and negatively correlates with prognosis in human breast cancer. Oncogene.

[13] Reddig PJ, Dreckschmidt NE, Ahrens H, Simsiman R, Tseng CP, Zou J (1999). Transgenic mice overexpressing protein kinase Cdelta in the epidermis are resistant to skin tumor promotion by 12-O-tetradecanoylphorbol-13-acetate. Cancer Research.

[14] Chen Z, Forman LW, Williams RM, Faller DV (2014). Protein kinase C-δ inactivation inhibits the proliferation and survival of cancer stem cells in culture and in vivo. BMC Cancer.

[15] Mauro LV, Grossoni VC, Urtreger AJ, Yang C, Colombo LL, Morandi A (2010). PKC Delta (PKCδ) Promotes Tumoral Progression of Human Ductal Pancreatic Cancer. Pancreas.

[16] Desgrosellier JS, Cheresh DA (2010). Integrins in cancer: biological implications and therapeutic opportunities. Nat Rev Cancer.

[17] van der Flier A, Sonnenberg A (2001). Function and interactions of integrins. Cell and Tissue Research.

[18] Desgrosellier JS, Barnes LA, Shields DJ, Huang M, Lau SK, Prévost N (2009). An integrin αvβ3-c-Src oncogenic unit promotes anchorage-independence and tumor progression. Nat Med.

[19] Seguin L, Kato S, Franovic A, Camargo MF, Lesperance J, Elliott KC (2014). An integrin β3-KRAS-RalB complex drives tumour stemness and resistance to EGFR inhibition. Nat Cell Biol.

[20] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH Image to ImageJ: 25 years of image analysis. Nature Methods.

[21] Kanehisa M, Goto S, Sato Y, Kawashima M, Furumichi M, Tanabe M (2014). Data, information, knowledge and principle: back to metabolism in KEGG. Nucleic Acids Research.

[22] Kanehisa M, Goto S (1999). KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Research.

[23] Collins NL, Reginato MJ, Paulus JK, Sgroi DC, Labaer J, Brugge JS (2005). G1/S cell cycle arrest provides anoikis resistance through Erk-mediated Bim suppression. Molecular and Cellular Biology.

[24] Caino MC, Burstin von VA, Lopez-Haber C, Kazanietz MG (2011). Differential regulation of gene expression by protein kinase C isozymes as determined by genome-wide expression analysis. J Biol Chem.

[25] Garg R, Caino MC, Kazanietz MG (2013). Regulation of Transcriptional Networks by PKC Isozymes: Identification of c-Rel as a Key Transcription Factor for PKC-Regulated Genes. PLoS ONE.

[26] Reyland ME (2009). Protein kinase C isoforms: Multi-functional regulators of cell life and death. Front Biosci (Landmark Ed).

[27] Fontayne A, Dang PM-C, Gougerot-Pocidalo M-A, Benna El J (2002). Phosphorylation of p47 phoxSites by PKC α, βΙΙ, δ, and ζ: Effect on Binding to p22 phoxand on NADPH Oxidase Activation. Biochemistry.

[28] Brown GE, Stewart MQ, Liu H, Ha V-L, Yaffe MB (2003). A Novel Assay System Implicates PtdIns(3,4)P2, PtdIns(3)P, and PKCδ in Intracellular Production of Reactive Oxygen Species by the NADPH Oxidase. Molecular Cell.

[29] Chae YC, Kim KL, Ha SH, Kim J, Suh P-G, Ryu SH (2010). Protein kinase Cdelta-mediated phosphorylation of phospholipase D controls integrin-mediated cell spreading. Molecular and Cellular Biology.

[30] Sarkar S, Yong VW (2010). Reduction of protein kinase C delta attenuates tenascin-C stimulated glioma invasion in three-dimensional matrix. Carcinogenesis.

[31] Kho DH, Bae JA, Lee JH, Cho HJ, Cho SH, Seo Y-W (2009). KITENIN recruits Dishevelled/PKC delta to form a functional complex and controls the migration and invasiveness of colorectal cancer cells. Gut.

[32] Kim LT, Yamada KM (1997). The regulation of expression of integrin receptors. Proc Soc Exp Biol Med.

[33] Liu H, Radisky DC, Yang D, Xu R, Radisky ES, Bissell MJ (2012). MYC suppresses cancer metastasis by direct transcriptional silencing of αv and β3 integrin subunits. Nat Cell Biol.

[34] Shinderman-Maman E, Cohen K, Weingarten C, Nabriski D, Twito O, Baraf L (2015). The thyroid hormone-αvβ3 integrin axis in ovarian cancer: regulation of gene transcription and MAPK-dependent proliferation. Oncogene.

[35] Alt A, Gartsbein M, Ohba M, Kuroki T, Tennenbaum T (2004). Differential regulation of α6β4 integrin by PKC isoforms in murine skin keratinocytes. Biochemical and Biophysical Research Communications.

[36] Carduner L, Picot CR, Leroy-Dudal J, Blay L, Kellouche S, Carreiras F (2014). Cell cycle arrest or survival signaling through αv integrins, activation of PKC and ERK1/2 lead to anoikis resistance of ovarian cancer spheroids. Experimental Cell Research.

[37] Rucci N, DiGiacinto C, Orrù L, Millimaggi D, Baron R, Teti A (2005). A novel protein kinase C alpha-dependent signal to ERK1/2 activated by alphaVbeta3 integrin in osteoclasts and in Chinese hamster ovary (CHO) cells. Journal of Cell Science.

[38] Putnam AJ, Schulz VV, Freiter EM, Bill HM, Miranti CK (2009). Src, PKCalpha, and PKCdelta are required for alphavbeta3 integrin-mediated metastatic melanoma invasion. Cell Commun Signal.

[39] Quadros MR, Connelly S, Kari C (2006). Research Paper EGFR-Dependent Downregulation of Bim in Epithelial Cells Requires MAPK and PKC-δ Activities. Cancer Biology & Therapy.

[40] Xia S, Chen Z, Forman LW, Faller DV (2009). PKCδ survival signaling in cells containing an activated p21Ras protein requires PDK1. Cellular Signalling.

[41] Kharait S, Dhir R, Lauffenburger D, Wells A (2006). Protein kinase Cδ signaling downstream of the EGF receptor mediates migration and invasiveness of prostate cancer cells. Biochemical and Biophysical Research Communications.

[42] Iwabu A, Smith K, Allen FD, Lauffenburger DA, Wells A (2004). Epidermal growth factor induces fibroblast contractility and motility via a protein kinase C delta-dependent pathway. Journal of Biological Chemistry.

[43] Paugh BS, Paugh SW, Bryan L, Kapitonov D, Wilczynska KM, Gopalan SM (2008). EGF regulates plasminogen activator inhibitor-1 (PAI-1) by a pathway involving c-Src, PKCdelta, and sphingosine kinase 1 in glioblastoma cells. FASEB J.

[44] Guadamillas MC, Cerezo A, Del Pozo MA (2011). Overcoming anoikis—pathways to anchorage-independent growth in cancer. Journal of Cell Science.

[45] Kurihara Y, Nakahara T, Furue M (2011). αVβ3-integrin expression through ERK activation mediates cell attachment and is necessary for production of tumor necrosis factor alpha in monocytic THP-1 cells stimulated by phorbol myristate acetate. Cell Immunol.

[46] Kiley SC, Clark KJ, Goodnough M, Welch DR, Jaken S (1999). Protein Kinase C δ Involvement in Mammary Tumor Cell Metastasis. Cancer Research.

[47] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[48] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[49] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Research.

[50] Kono SA, Marshall ME, Ware KE, Heasley LE (2009). The fibroblast growth factor receptor signaling pathway as a mediator of intrinsic resistance to EGFR-specific tyrosine kinase inhibitors in non-small cell lung cancer. Drug Resistance Updates.

[51] Franken NAP, Rodermond HM, Stap J, Haveman J, van Bree C (2006). Clonogenic assay of cells in vitro. Nat Protoc.

How the deposited data were processed for this re-analysis (not part of the article)

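Total RNA from 4 non-small cell lung cancer lines with mutant K-ras was measured on Affymetrix human gene arrays. H2009 and H441 are the K-ras dependent lines and A549 and H460 the independent ones. Each expressed a scrambled shRNA (δscr) or the PKCδ shRNA δ193, with 3 biological replicates per group, 24 arrays in all. The log2 values are those the authors deposited after they processed the scans with Affymetrix Power Tools by RMA, which corrects background, sets the distributions of the arrays equal and summarizes probes into 1 value per transcript cluster, as the methods and the sample records say. The versions of these programs and of the probe annotation are not given in the sources used here, and no scanner files were used. The array medians lay within a narrow range around 4.85. No array was a copy of another: the highest correlation was 0.9977 within a group and 0.9938 between groups.

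Gene symbols came from the annotation table of the array, and 19429 of the 19460 clusters with 1 symbol took their current symbol through the Entrez ID, while 31 kept the symbol listed. The other clusters, 1754 with several symbols and 12038 with none, were not analysed here. For the 769 genes with more than 1 cluster, the cluster with the highest mean over the 24 arrays stood for the gene. The median of the gene means was 5.79, and no background level was measured.

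The main test was limma 3.58.1 in R 4.3.3, with 1 coefficient for each of the 8 groups and an estimate of each gene's spread shared by all arrays. δ193 was compared with δscr within each line, and the mean change in H2009 and H441 with that in A549 and H460. P-values were adjusted by Benjamini-Hochberg over 18417 genes, and a gene was called at an adjusted p under 0.05 and a fold of at least 1.25. The paper used Student's test within each line with the same fold and no adjustment that its methods name, so that test was run as an alternative. Overlaps between lines were set against independent lists of the same lengths with Fisher's exact test. The scripts were tested on simulated arrays with 200 changed genes per line. By the methods' own test, 79 unchanged genes were called in H2009, 380 in H441, 71 in A549 and 25 in H460 there. With each line fitted alone, 16 of 67 genes changed 1.5 fold (23.9%) were recovered in H441.

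For gene lists, camera with a preset correlation of 0.01 tested each list in each line, and Fisher's exact test counted members among called genes, with all tested genes as background. The 28 lists were written from memory, since KEGG was not available, and are not its releases. They cover integrins, ECM-receptor interaction, focal adhesion, lysosome, sphingolipid metabolism, complement and coagulation, small cell lung cancer, chronic myeloid leukemia, MAPK signaling, glutathione metabolism, the pentose phosphate pathway, alanine, aspartate and glutamate metabolism, tryptophan metabolism, nitrogen metabolism, O-glycan biosynthesis, interferon-stimulated genes, genes that report ERK activity, NRF2 targets, cell cycle, cholesterol synthesis, the integrated stress and unfolded protein responses, hypoxia, and markers of epithelial, mesenchymal, lung, immune, and fibroblast and endothelial cells. The remaining list and a few genes that the paper names are not reported here. A further 5 lists hold the genes that the study names for each class or for all lines.

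The lists, the tests, the thresholds and most alternatives were chosen before the data were examined, but after the paper and its tables had been read. So was the rule for genes named: PRKCD, every gene the Results or Table 2 name, for each line the 5 with the largest increase and the 5 with the largest decrease among called genes whose groups do not overlap, the 10 largest shared changes in each direction for each class and for all 4 lines, the 5 largest class differences in each direction, and up to 4 called members of a list. Some genes that this rule selects are not described in the text, among them CES1P1, GPRC5B, MUC13, HOXB9, DYNLRB1, SHISA3, EDIL3, SMOC1, TCN1 and SYTL3. Array weights and a fit without the H441 arrays were added after the values were seen. The alternatives chosen beforehand were the methods' own test, with and without adjustment, other thresholds, each line fitted alone, a trended and robust spread, 3 further normalizations, only genes with a mean above the median, the mean over a gene's clusters, the replicate number as a block, and each array left out in turn. For lists they were an estimated correlation, fry, the EASE score and the calls of the methods' own test. Supplementary Tables S1 to S3 were not used here.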

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

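Of the tests in this part, that of the shared spread and that of the likeness of H441 and H460 control cultures were chosen after the overlap of these lines had been seen; the test for H460 cells among the H441 controls was written before its result.

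CES1, a carboxylesterase that activates and clears drugs, had the largest difference between the K-ras classes (-1.72, adjusted p = 2.25e-08 from limma), and it came from the A549 cells, where the gene rose by 4.21 from a control level of 6.47, far below the 12.64 of H441; the gene was also called higher in H2009 (0.94). HGF, a growth factor that acts through MET, differed by -1.41 (2.25e-08) and was called in A549 alone. CPA4, a secreted carboxypeptidase (-1.70, 8.35e-06), was called in H441 alone, and HTR2B, a receptor of serotonin (1.42, 5.83e-07), in H460 alone. EPHA3, an ephrin receptor, differed by 1.24 (1e-05); it rose by 0.87 in H2009 and fell by 1.60 in H460. MAL2, which sorts proteins to the apical membrane of epithelial cells (-1.60, 0.00292), fell by 1.29 in H441 and rose by 1.96 in A549. CYP1B1, a cytochrome P450 induced by aromatic hydrocarbons, is the 1 gene of this group called the same way in both lines of a class, A549 and H460 (-1.50, 1.81e-07). CCL20, a chemokine that draws lymphocytes (1.46, 0.0056), rose in H441 and fell in A549, CTH, which makes cysteine (1.22, 0.0106), was called in H441 alone, and NDST4, which sulfates heparan chains (1.12, 0.000175), rose in H2009 and fell in H441 and H460. These are the 5 largest differences in each direction by the test of the difference itself, and 2 lines per class say nothing of other K-ras mutant lines.

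Among genes that the paper names, the same test was passed by matrix and adhesion genes: ITGAV (-0.36, adjusted p = 0.0117 from limma), the proteoglycan AGRN (-0.37, 0.0136), the matrix proteins RELN (0.93, 1.05e-05) and TNC (-0.64, 0.0378, with the greatest rise in H460). It was passed by the sphingolipid enzymes ASAH1 (-0.44, 0.00569), GALC (-0.77, 4.53e-05), NEU1 (-0.61, 0.000468) and SGMS2 (-0.80, 0.000147). It was also passed by the signaling genes CDK6 (0.64, 0.00451), IL6ST (-0.39, 0.0125), MYC (0.45, 0.012) and TLR3 (0.67, 0.0018). A positive value means a more positive change in the K-ras dependent lines.

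A further result lies outside the pairs that the paper compares. H441, a K-ras dependent line, and H460, an independent one, shared 315 lower genes, where independent lists of the same lengths would share 45.7 (one-sided Fisher's exact test across genes, which are not independent, p = 1.2e-195), and 133 higher genes against 26.2 (p = 1.3e-59), with 31 called in opposite directions. OTULINL and SPINK6, both with strong decreases in the 2 lines, are among them. The ratio of observed to expected lower genes was 6.89 in this pair, 6.18 in H2009 and A549, also of different classes, 4.92 in H2009 and H441 and 5.57 in A549 and H460. For higher genes the ratio was 5.07, below the 6.5 of H2009 and H460 and the 5.38 of H2009 and A549. The log2 fold changes of H441 and H460 correlated across genes at 0.352, and those of no other pair above 0.214.

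H460 cells that were present in the H441 control cultures and lost from the depleted ones would lower, in H441, the genes that H460 expresses strongly. The test took 56 genes at least 4 times as high in H460 controls as in H441 controls and not called in H460. Their median log2 fold change in H441 was 0.18 (quartiles -0.04 to 0.423), with 5 called lower and 12 higher. These genes were chosen on the H441 control arrays, the suspected mixture, which also enter the fold change. Genes raised there by many H460 cells would be left out, and the choice can bias the change upward. The test therefore does not decide whether H460 cells were present. The spread shared by all 24 arrays is argued against. The ratio for lower genes was 12.12 with each line fitted on its own 6 arrays. This was above the 9.13 of H2009 and H441 and the 4.46 of A549 and H460. The likeness of the cultures before depletion stays open as well. The control means of H441 and H460 correlated across genes at 0.966, the highest of the 6 pairs, with 0.9589 for H2009 and H460 next, so a candidate explanation is that cells with like expression lose and gain like genes. The other pairs do not follow it: A549 and H460, more alike (0.9457) than H2009 and H441 (0.9382), had the lowest correlation of fold changes (0.07), against 0.214. It remains a hypothesis, found and tested on the same arrays. Targets of the δ193 sequence other than PRKCD would also be shared between lines, and were not tested, since no other PKCδ shRNA was on the arrays.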

How the results depend on the processing

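Array weights and a fit without the 6 H441 arrays were alternatives chosen after the values were seen. Values are given in the order H2009, H441, A549 and H460 where 4 are given.

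The fall of PRKCD, ITGAV and ITGB3 kept its direction in every line under every alternative run. No list, and no single gene run under the alternatives, reversed between calls. Genes that the text gives only as members of a list were not run singly. With no fold minimum, a trended and robust spread, quantile or loess normalization within lines, only genes with a mean above the median, or the mean over a gene's clusters, every count stayed within 1.5 times its main value (750 to 970 for 904 genes in H2009, 2114 to 3084 for 2636 in H441, 718 to 911 for 852 in A549, 827 to 1068 for 1003 in H460) and PRKCD, ITGAV and ITGB3 kept their calls. ITGB3 lies below the median and could not be tested among the brighter genes, and the class difference has no version by the methods' own test.

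By the methods' own test (Student's, unadjusted), H460 had 1607 called genes and A549 and H460 shared 48 higher. ITGB3 lost its call in H441 (-0.85), where the replicates spread most, and gained it in A549 (-0.50). After Benjamini-Hochberg that test called 1.9e+02 genes in H2009, 1 in H441, 38 in A549 and 907 in H460, 1061 in at least 1 line; it left 0 lower and 0 higher in both dependent lines, 6 and 2 in both independent lines, 0 and 0 in all 4, and a ratio of 0 for H441 and H460. limma without adjustment gave 218 and 195 for the dependent lines, and 45 and 16 for all 4. With the adjusted Student's test PRKCD lost its call in H441 (-2.40, adjusted p = 0.16) and A549 (-1.26, 0.092), ITGAV in H2009 (-0.43, 0.075), H441 (-0.80, 0.1) and H460 (-0.44, 0.08), and ITGB3 in H441 (-0.85, 0.41). The cause was not tested; every δ193 array of each line lay below its δscr arrays for PRKCD.

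At an unadjusted p from limma the counts were 1594 in H2009, 1476 in A549 and 1691 in H460, 146 lower and 71 higher in both independent lines, and 1663 by class. ITGB3 was then called in A549 (-0.50) and by class (-0.44). A fold of 1.5 left 331, 814, 354 and 388 genes, 1505 in at least 1 line, 51 lower and 26 higher in both dependent lines, 24 and 10 in both independent lines, 9 and 0 in all 4, 253 by class and a ratio of 20.28 for H441 and H460. limma's treat, which tests against the fold of 1.25, left 81, 328, 117 and 159, 579 in at least 1 line, 18 and 3, 7 and 3, 5 and 0, 47 by class and a ratio of 35.99. Under both, ITGAV lost its calls in H2009 (-0.43), H460 (-0.44) and by class (-0.36), since its fold there is under 1.5 and close to 1.25. Under treat ITGB3 lost those in H2009 (-0.74, adjusted p = 0.79) and H441 (-0.85, 0.097). The unadjusted p and the fold of 1.5 change the threshold alone, which is the cause. Treat changes the test as well, since its p-values are for a change beyond the fold of 1.25.

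With each line fitted on its own 6 arrays, H441 had 401 called genes and H460 1583. The dependent lines shared 54 lower and 26 higher, the independent lines 37 higher, all 4 lines 19 and 1, and the ratio for H441 and H460 was 12.12. ITGB3 lost its call in H441 (-0.85, adjusted p = 0.11) and gained it in A549 (-0.50, 0.029). H441 arrays vary most, so the shared spread is narrower than its own and wider than that of H460. With the array medians set equal 1 gene was higher in all 4 lines, and ITGAV by class was -0.32 (adjusted p = 0.039), its fold just under 1.25. With array weights the counts were 1317 in A549, 1787 in H460, 178 higher in both dependent lines, 143 and 69 in both independent lines, 15 higher in all 4 and 1500 by class, and ITGB3 was called in A549 (-0.56, adjusted p = 0.00053) and by class (-0.37, 0.026). Without the H441 arrays 49 genes were higher in A549 and H460 and 1365 differed between H2009 and the mean of A549 and H460. Over all alternatives the adjusted p of ITGB3 by class went from 0.018, without H441 δ193 replicate 2, to 1 under treat. The cause of the changed calls and counts under median centring and array weights was not tested.

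Over the 4 lines together the arrays showed little pairing by replicate number. In 2 of 12 pairs the deviations from the group means correlated above 0.1 (range over pairs -0.09 to 0.28). Of 12 δ193 arrays, 5 lay closest to the δscr array of their own number. Both pairs above 0.1 were in H2009 (0.28 and 0.16), so pairing within that line is not excluded. With the replicate block, 5 genes were higher in all 4 lines and ITGB3 was called in A549 (-0.50, adjusted p = 0.012) and by class (-0.44, 0.032); no other of these counts moved by more than 1.5 times, and no other call of PRKCD, ITGAV or ITGB3 changed.

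Leaving out 1 array moved the counts from 573 to 1131 in H2009, 2356 to 3077 in H441, 541 to 1058 in A549, 628 to 1243 in H460, 3798 to 4876 in at least 1 line and 651 to 1134 by class. Shared genes went from 92 to 182 lower and 70 to 152 higher in the dependent lines, 52 to 111 and 15 to 35 in the independent lines, and 22 to 36 and 1 to 13 in all 4, and the H441 and H460 ratio from 5.36 to 7.8. H2009 fell to 573 without H2009 δscr replicate 1 and 590 without H2009 δ193 replicate 2, A549 to 553 and 541 without A549 δ193 replicates 2 and 3, and H460 to 652, 646 and 628 without H460 δscr replicates 2 and 3 and δ193 replicate 3. The genes shared by the dependent lines fell to 92 lower without H2009 δscr replicate 1 and 70 higher without H2009 δ193 replicate 1. Those lower in both independent lines fell to 59 without A549 δ193 replicate 3 or H460 δscr replicate 2, to 55 without H460 δscr replicate 3 and to 52 without H460 δ193 replicate 3, and those higher to 15 without A549 δ193 replicate 1 or 3 or H460 δ193 replicate 1. Genes higher in all 4 lines numbered 13 without A549 δscr replicate 1, 7 without H441 δ193 replicate 3 and 1 without any of the 6 H460 arrays.

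PRKCD ranged from -2.28 to -2.22, -2.68 to -2.01, -1.39 to -1.15 and -2.10 to -1.97 with 1 array left out. ITGAV ranged from -0.48 to -0.38, -0.84 to -0.73, -0.09 to -0.05 and -0.49 to -0.35, and by class from -0.41 to -0.33. ITGB3 ranged from -0.78 to -0.71, -1.09 to -0.56, -0.62 to -0.45 and -0.26 to -0.16, and by class from -0.56 to -0.29. Without H441 δ193 replicate 2, ITGB3 was called by class, at -0.56. An arm of 2 arrays is assumed to vary like the other groups.

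Of the gene lists, 49 of 132 tests within lines passed with the preset correlation of camera and 24 with an estimated one. Fry, which tests a list without setting it against the other genes, passed 53 of 132. Camera on genes with a mean above the median passed 49 of 120. These tests include the 5 lists of genes that the study named on these arrays, which are not independent evidence. Those 5 lists gave most of the passes with an estimated correlation. Of 168 tests among genes shared within a class, 11 passed and 2 with the EASE score, which takes 1 member off each count; integrins (adjusted p = 0.32), ECM-receptor interaction (0.14) and sphingolipid metabolism (0.14) among genes lower in H2009 and H441 were among those that lost the call. The other values for single genes matched the main call in 6984 comparisons, gained it in 116 and lost it in 548, and those for lists in 1017, 24 and 63, with none reversed. The matches for single genes include values that the main test did not call. Of the calls of the main test, Student's test after Benjamini-Hochberg kept 95 and lost 142, and treat kept 122 and lost 115. Student's test without adjustment kept 221 and lost 16. Signal over background was not measured, so what it limits is not known; ITGB3 has a mean of 5.24, below the median of 5.79 over genes.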

Differences from the paper's values

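No test in this part was chosen after the result it measures was seen, apart from array weights and the fit without H441, named where used.

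For genes higher in both A549 and H460 the paper's count is 47 and the count here is 24, with the paper's fold of 1.25 but an adjusted p from limma in place of Student's test without adjustment. Of the alternatives set before the data were examined, the counts within 1.5 times the paper's were 48 by the methods' own test (Student's, unadjusted), 37 with each line fitted on its own 6 arrays, 32 with the replicate block, 35 without A549 δscr replicate 1, 32 without H441 δ193 replicate 2 and 35 without H441 δ193 replicate 3. The counts that stayed apart were 2 by the methods' own test after Benjamini-Hochberg, 71 at an unadjusted p from limma, 24 with no fold minimum, 10 with a fold of 1.5, 3 with treat, 24 with a trended and robust spread, 16 with the array medians set equal, 19 with quantile and 22 with loess normalization, 27 among genes with a mean above the median, 24 with the mean over clusters, and 15 to 29 with any other single array left out. For genes lower in both lines the methods' own test gave 119, limma 91 and the paper 77. A fit without the H441 arrays, chosen after seeing the values, gave 49 higher genes, and array weights, also chosen after, gave 69; how many of the paper's own genes either drops was not examined, since its gene tables were not used here.

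The paper describes most of the regulated genes as reduced when PKCδ is depleted. Over the 4 lines 1968 genes were lower only and 1931 higher only here, 47.6% and 46.7%, and by the methods' own test 2040 and 1985. By line, lower genes outnumbered higher ones in A549, H460 and H441 (475 against 377, 633 against 370, and 1330 against 1306) and not in H2009 (414 against 490). With the array medians set equal, lower genes made up 53.3% of the calls in H2009, 43.6% in H441, 60.4% in A549 and 79% in H460, so the direction turned in H2009 and H441. It did not turn with quantile normalization within lines (46.5% in H2009 and 52.3% in H441) or with loess (48.1% and 53.7%).

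The paper finds no increased gene common to the 4 lines. SPRY4, a feedback inhibitor of receptor kinases, PALLD, an actin cross-linker, and CABYR were higher in all 4 here, and by the methods' own test CABYR, PALLD and the repressor HES7 were. The number was 13 without A549 δscr replicate 1, 7 without H441 δ193 replicate 3 and 1 without any of the 6 H460 arrays, and was 0 only by the methods' own test after Benjamini-Hochberg, with a fold of 1.5 and with treat; limma gave 16 without adjustment.

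The paper describes most members of the pathways for cancer and cell signaling as lower. For MAPK signaling the called members were 25 lower only, 32 higher only and 8 both, and 30, 32 and 8 by the methods' own test. Tallies that run the paper's way were those of small cell lung cancer, ECM-receptor interaction, focal adhesion and chronic myeloid leukemia, which held more lower than higher members. It describes members of metabolic pathways as mostly higher; O-glycan biosynthesis had 6 lower only, 3 higher only and 4 both, and the pentose phosphate pathway 4, 4 and 0, while tryptophan, glutathione, nitrogen, and alanine, aspartate and glutamate metabolism had more higher members.

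The paper places focal adhesion, small cell lung cancer and chronic myeloid leukemia among pathways enriched in the genes that K-ras dependent lines share. With lists written from memory, which are not KEGG's releases, the adjusted p was 0.23 for focal adhesion among the 255 genes shared in either direction, 0.97 for small cell lung cancer and 0.93 for chronic myeloid leukemia. The paper lists pathways with p < 0.05 and names no adjustment. Without adjustment Fisher's exact test gave p = 0.028 for focal adhesion, 0.28 for small cell lung cancer and 0.23 for chronic myeloid leukemia. On the calls of the methods' own test Fisher's exact test gave p = 0.0077, 0.0037 and 0.22 without adjustment. By Fisher's exact test at the paper's threshold, focal adhesion thus passed with both sets of calls. Small cell lung cancer passed with those of the methods' own test. Sphingolipid metabolism and ECM-receptor interaction, which the paper also names, passed among the genes lower in both lines (adjusted p = 0.013 each). The EASE score that DAVID uses is Fisher's exact test on 1 member fewer. By this form of Fisher's exact test they passed at the paper's threshold without adjustment (p = 0.0043 and 0.0034). After adjustment this form of Fisher's exact test gave adjusted p = 0.14 for each. Among the 255 genes, this form of Fisher's exact test gave p = 0.08 for focal adhesion without adjustment, so that list did not pass. For small cell lung cancer and chronic myeloid leukemia this form of Fisher's exact test gave p = 0.65 and 0.6.

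ITGAV, the αV integrin subunit, is presented as regulated in K-ras dependent lines. The paper's evidence includes qRT-PCR in further lines and with further shRNAs, without a consistent change in A549 or H460. It also includes re-expression of PKCδ. These experiments were not tested here. On the arrays, with δ193 alone, ITGAV was lower in H2009 and H441. It was also lower in the independent line H460 (-0.44, adjusted p = 0.00171 from limma), near the -0.43 of H2009 and less than the -0.80 of H441. A549 did not pass (-0.07, adjusted p = 0.846 from limma) and the difference between the classes did (-0.36, adjusted p = 0.0117 from limma). ITGB3, the β3 subunit, was lower in H2009 and H441, and its difference between the classes, -0.44, did not pass (adjusted p = 0.155). It passed at an unadjusted p, with the replicate block (adjusted p = 0.032), without H441 δ193 replicate 2 (-0.56, 0.018) and with array weights, which were chosen after seeing the values (-0.37, 0.026). Without H441 δ193 replicate 3 it was -0.29 and did not pass.

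Of genes named as increased in both dependent lines, TNC, a matrix protein of wounds and tumors, passed in H441 and not in H2009 (0.47, adjusted p = 0.145 from limma), and rose most in H460. It was called in H2009 by the methods' own test, at an unadjusted p and with the line fitted alone (adjusted p = 0.045). MYC did not pass in H2009 (0.35, adjusted p = 0.0504) and did by the methods' own test, at an unadjusted p, with the line fitted alone (adjusted p = 0.036), with a trended and robust spread (0.016) and among genes with a mean above the median (0.027). ITGA3, named as decreased, did not pass in H2009 (-0.33, adjusted p = 0.354) and did by the methods' own test. RELN, ZYX, CBLB, AGRN, MET and the sphingolipid genes moved as the paper states.

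Of genes named as decreased in all 4 lines, DGKA, which clears diacylglycerol, did not pass in H2009 (-0.42, adjusted p = 0.0759 from limma). It was called there by the methods' own test, at an unadjusted p, with the line fitted alone (adjusted p = 0.018) and among genes with a mean above the median (0.046). BNIP3L, a mitophagy receptor, did not pass in H2009 and A549 (-0.45 and -0.44, adjusted p = 0.122 and 0.142). It was called in both by the methods' own test, which missed it in H441, at an unadjusted p, with each line fitted alone (adjusted p = 0.016 and 0.026) and with the replicate block (0.023 and 0.027). RAB23, SNX27, ADA, GALC, IL6ST and LIFR were lower in all 4.

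Of genes named for the independent lines, CREB3 did not pass in H460 (0.10, adjusted p = 0.653 from limma), nor by the methods' own test or at an unadjusted p, and no other alternative called it. NFKBIA, the inhibitor of NF-κB, did not pass in A549 (-0.25, adjusted p = 0.423), by the methods' own test or at an unadjusted p. MDM2 did not pass in A549 (0.34, adjusted p = 0.0703) or by the methods' own test. It was called there at an unadjusted p, with a trended and robust spread (adjusted p = 0.034), quantile (0.047) and loess (0.049) normalization, genes above the median (0.038) and without A549 δscr replicate 1 (0.51, 0.0011). TLR3 missed narrowly in A549 (-0.41, adjusted p = 0.0503) and was called by the methods' own test, at an unadjusted p, with the line fitted alone (adjusted p = 0.047), with the medians set equal (-0.43, 0.033), quantile (-0.43, 0.034) and loess (-0.43, 0.032) normalization, and among genes above the median (0.029). IL20RB passed in H441 only (1.01, adjusted p = 0.0286); the methods' own test called it in A549, H460 and H2009 and not in H441, and the fit of single lines called it in H460 (adjusted p = 0.0031) and H2009 (0.045). FOS passed in both independent lines here, and by the methods' own test not in A549. ERBB2, JAK1, CDK6, LIFR, IL6ST, SPRY4 and MAP2K3 moved as the paper states.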

Other observations

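The label exchange, other cells and shared spread tests of this part were chosen after the H441 values had been seen; the test without H441 δ193 replicate 3 was not.

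SFTPB, a surfactant protein that H441 cells are known for, had a mean of 4.01 in the H441 control arrays, beside 3.80 in H2009, 4.22 in A549 and 3.87 in H460. Of other genes of alveolar and club cells, SFTPC was at 5.39, the protease NAPSA at 5.09 and the lineage factor NKX2-1 at 4.21, and SLPI, a secreted protease inhibitor, at 11.24. NAPSA, SLPI and SFTPC were higher in H441 than in each other line, by 0.90, 0.85 and 0.51. The epithelial genes CDH1, E-cadherin, and EPCAM had means of 6.41 and 5.89, beside 11.23 and 11.20 in H2009, and 8.73 and 4.71 in A549; in H460 both were lower than in H441, EPCAM at 5.45. An exchange of labels among the 4 lines is argued against only weakly: no line lay more than 0.21 above H441 in SFTPB, but the gene is below the array median of 4.85 in every line, so this value alone does not exclude it. ITGAV fell by 0.80 under the H441 label and by 0.07, uncalled, under that of A549. The paper's qRT-PCR has a decrease in H441 and no consistent change in A549 or H460. This speaks against an exchange between the H441 and A549 arrays. For H460 it does not decide, since ITGAV fell under that label too, by 0.44. ITGB3, for which the paper reports a similar pattern, changed by -0.85 in H441 and -0.22 in H460, the way the labels run. The difference between these lines did not pass (-0.64, adjusted p = 0.13 from limma), and the gene's mean of 5.24 is below the median over genes. An exchange with H2009, where ITGAV fell too, or one made before the RNA was taken is not argued against. Some lung genes were higher in another line than in H441, CEACAM6 at 11.73, FOXA2 at 7.24 and ABCA3 at 6.27 in A549 and NKX2-1 at 5.55 in H2009. Cells other than surfactant-expressing H441 under the H441 label stay open too: 0 of 22 measured lung markers were at least 1 log2 unit higher in H441 controls than in each other line, a bound that NAPSA and SLPI miss narrowly. This is a hypothesis, and loss of lung differentiation in culture, which was not tested, might give the same values. The targeted gene PRKCD fell in the arrays labelled H441.

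H441 had the most called genes by limma, 2636, with DDIT3, FABP4 and CPA4 among those that moved furthest. Part of this count may come from the spread shared by all 24 arrays, since with only its own 6 arrays H441 had 401, fewer than the 896 of H2009, the 761 of A549 and the 1583 of H460, and on simulated arrays 274 unchanged genes were called in H441. It is not shown to be the whole of it: the methods' own test, which shares no spread between lines, also called the most genes in H441, 1798, against 1607 in H460, 1331 in H2009 and 1141 in A549, though on simulated arrays it called 380 unchanged genes in H441. The δ193 replicate 3 array is argued against as the cause, as 3077 genes were called without it. The larger spread of the H441 arrays themselves has no explanation in the design, and no biological one was tested.

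Regrouping the arrays tests whether calls come from chance. Within a line 3 arrays against 3 give only 10 splits, too few for a share under 0.05, with 904 real calls in H2009 and 1 as the highest of the other splits, 2636 and 580 in H441, 852 and 1 in A549, and 1003 and 0 in H460. Over 100 drawn splits of all lines, chance can be excluded for the 4137 genes called in at least 1 line (highest other 3327). It can be excluded as well for the 32 changed the same way in all 4 lines (highest other 0). For the 857 that differ between the classes (highest other 811), only a chance division of arrays within lines can be excluded. No split moved a line between classes, so whether these differences belong to K-ras class is not decided. The high values come from splits that keep the real division in some lines; in the 63 splits where no line keeps it the highest were 105, 0 and 1. For the 255 genes that H2009 and H441 share (highest other 67) and the 115 that A549 and H460 share (highest other 0) chance can be excluded as well.

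By camera with its preset correlation, genes that report ERK activity moved up as a set in H2009, H441 and H460, and with an estimated correlation in no line; the lines were not compared. In H460 the EGF receptor ligands EREG and HBEGF rose by 0.85 and 0.79, in H441 the immediate early factor EGR1 by 1.23 and the Sprouty SPRY2 by 0.67, and in H2009 the ETS factor ETV4 by 0.86 and the phosphatase DUSP4 by 0.60. Of 21 genes, 3 were called higher in H2009 (camera, adjusted p = 0.0056), 6 in H441 (0.013), 3 in A549 (0.25) and 7 in H460 (1.2e-08), and adjusted p = 0.44, 0.49, 0.75 and 0.087 with an estimated correlation. None was called lower by limma. At an unadjusted p 0, 1, 2 and 0 were, and 0, 0, 1 and 0 by the methods' own test. That test called 7 higher in H2009, 1 in H441, 2 in A549 and 14 in H460. Adjusted over the list alone, 4, 7, 3 and 13 were higher and 1, in H441, lower. Over the lines 12 of the 21 were called (4.72 expected, one-sided Fisher's exact test, adjusted p = 0.0019). For NRF2 targets this test gave 13 of 24 (5.39 expected, adjusted p = 0.002, and 0.065 among genes with a mean above the median).

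By the same test genes of the integrated stress and unfolded protein responses moved up as a set in H441 and A549, and with an estimated correlation in no line. In H441 CHAC1, which degrades glutathione, rose by 1.74 and the pseudokinase TRIB3 by 1.29, and in A549 the glycoprotein STC2 rose by 1.26. Of 30 genes 11 were higher in H441 (camera, adjusted p = 0.0002), 3 in A549 (2.4e-06), 1 in H2009 (0.066) and 0 in H460 (0.25), and adjusted p = 0.28, 0.17, 0.63 and 0.75 with an estimated correlation, in the same order. Among genes with a mean above the median H2009 passed as well (adjusted p = 0.042). Adjusted over the list alone 12, 5, 1 and 0 were higher. None was lower by limma; 1 in H2009 was at an unadjusted p, and 1 in H2009 and 1 in H460 by the methods' own test. In H460, 0 were higher by either test.

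Epithelial genes moved down as a set in H2009, and in H441 with the preset correlation alone. ELF3 and GRHL2, transcription factors of epithelial cells, fell by 0.93 and 0.58 in H2009, and CDH1 by 1.20 in H441, while in A549 the tight junction gene CLDN4 rose by 0.58 and in H460 the keratin KRT19 by 1.20. Of 27 genes 4 were lower and 0 higher in H2009 (camera, adjusted p = 9.4e-06, or 0.045 with an estimated correlation), 6 and 0 in H441 (6.5e-05, or 0.07), 0 and 2 in A549 and 1 and 2 in H460. Adjusted over the list alone they were 6 and 1, 7 and 0, 0 and 3, and 1 and 2. At an unadjusted p limma gave 1 higher in H2009, 0 higher in H441 and 0 lower in A549, and the methods' own test 0 in each. Over the lines 11 were called (6.06 expected, one-sided Fisher's exact test, adjusted p = 0.04, and 0.096 with the EASE score and 0.39 among genes with a mean above the median).

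Mesenchymal genes moved both ways. ZEB1, a repressor of E-cadherin, rose by 0.60 in H2009, SNAI2, another, by 1.04 in H441, the cadherin CDH2 by 0.78 in A549 and ZEB2 by 0.77 in H460. Of 28 genes, lower and higher numbered 3 and 2, 5 and 6, 1 and 1, and 2 and 3 (3 and 3, 5 and 7, 2 and 1, and 2 and 3 when adjusted over the list alone), with a shift up in H460 (camera, adjusted p = 0.032, or 0.45 with an estimated correlation). Over the lines 16 were called (6.29 expected, one-sided Fisher's exact test, adjusted p = 0.0003).

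Hypoxia targets moved down as a set in H2009 with the preset correlation and not with an estimated one; KDM3A, a histone demethylase, changed by -0.49 there. Of 23 genes 3 were lower and 0 higher there (camera, adjusted p = 0.0011, or 0.22 with an estimated correlation), 3 and 3 in H441, 2 and 0 in A549, and 1 and 3 in H460 (6 and 0, 3 and 3, 3 and 0, and 1 and 3 when adjusted over the list alone). In H2009 and A549 none was higher at an unadjusted p from limma or by the methods' own test. Over the lines 12 were called (one-sided Fisher's exact test, adjusted p = 0.0041, and 0.057 among genes with a mean above the median, where the set moved up in H460 by camera, adjusted p = 0.045). Cholesterol synthesis genes moved down as a set in A549 and H460, with the preset correlation alone, while SQLE, an oxygenase of the pathway, rose by 0.72 in H441. Of 19 genes 0 were lower and 1 higher in H2009, 1 and 5 in H441 (camera, adjusted p = 0.058, or 0.59 with an estimated correlation), 1 and 0 in A549 (camera, adjusted p = 0.025, or 0.51) and 2 and 0 in H460 (0.012, or 0.45, and 0.12 among genes with a mean above the median), and 0 and 1, 2 and 6, 2 and 0, and 4 and 0 when adjusted over the list alone. At an unadjusted p limma gave 0 lower in H2009, 0 higher in A549 and 1 higher in H460, and the methods' own test 0 in each.

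Cell cycle genes changed little. MYBL2, a factor of S phase entry, rose by 0.49 in H2009, the mitotic kinase AURKB by 0.53 in H441, and the phosphatase CDC25C fell by 0.42 in H460. Of 40 genes 0 were lower and 1 higher in H2009, 0 and 4 in H441, 0 and 0 in A549, and 1 and 0 in H460 (0 and 1, 0 and 3, 0 and 0, and 1 and 0 when adjusted over the list alone). For the lower genes limma at an unadjusted p gave 0 in H2009, 1 in H441 and 0 in A549, and the methods' own test 1, 0 and 0; for higher genes both gave 0 in A549 and H460. Interferon-stimulated genes numbered 4 lower and 1 higher in H2009, where HERC5, a ligase for ISG15, changed by -0.90, 6 and 9 in H441, where RIGI, a sensor of viral RNA, rose by 1.09, 5 and 1 in A549 and 5 and 1 in H460 (5 and 3, 6 and 9, 5 and 2, and 7 and 3 when adjusted over the list alone), with no shift of the set by camera.

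Markers of other cell types moved in few cases. Of 22 lung markers, the mucin MUC5B rose by 1.73 and SLPI by 1.08 in A549, and SLPI fell by 1.62 in H441; 0 were lower and 0 higher in H2009, 2 and 0 in H441, 0 and 2 in A549 and 1 and 0 in H460, with the same counts when adjusted over the list alone. At an unadjusted p limma gave 2 lower and 1 higher in H2009, 2 higher in H441, 0 lower in A549 and 0 higher in H460, and the methods' own test 1 and 0, 1, 0 and 0. Over the lines 3 were called (one-sided Fisher's exact test, adjusted p = 0.95). Of 19 immune markers, CD79A of B cells changed by -0.57 in H2009, and the lysozyme LYZ rose by 1.09 and the endotoxin receptor CD14 fell by 0.75 in A549. Lower and higher numbered 1 and 0, 0 and 0, 1 and 1, and 0 and 1, also when adjusted over the list alone, with a shift up in H460 (camera, adjusted p = 0.019, or 0.29 with an estimated correlation). At an unadjusted p limma gave 1 lower in H441, 0 higher in H2009 and H441, and 0 lower in H460, and the methods' own test 0 in each. Of 20 fibroblast and endothelial markers, LUM, a matrix proteoglycan, changed by -0.67 in H2009 and PECAM1, an endothelial adhesion molecule, by -0.51 in H441, with 1 lower in each and 0 in A549 and H460, also when adjusted over the list alone; none was higher in any line. By both other tests 0 were higher in any line and 0 lower in A549 or H460. Camera gave a shift up in H460 (adjusted p = 0.046, or 0.29 with an estimated correlation).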
